# Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools

**DOI:** 10.1371/journal.pone.0153782

**Published:** 2016-04-21

**Authors:** Dena Leshkowitz, Ester Feldmesser, Gilgi Friedlander, Ghil Jona, Elena Ainbinder, Yisrael Parmet, Shirley Horn-Saban

## Abstract

One of the key applications of next-generation sequencing (NGS) technologies is RNA-Seq for transcriptome genome-wide analysis. Although multiple studies have evaluated and benchmarked RNA-Seq tools dedicated to gene level analysis, few studies have assessed their effectiveness on the transcript-isoform level. Alternative splicing is a naturally occurring phenomenon in eukaryotes, significantly increasing the biodiversity of proteins that can be encoded by the genome. The aim of this study was to assess and compare the ability of the bioinformatics approaches and tools to assemble, quantify and detect differentially expressed transcripts using RNA-Seq data, in a controlled experiment. To this end, *in vitro* synthesized mouse spike-in control transcripts were added to the total RNA of differentiating mouse embryonic bodies, and their expression patterns were measured. This novel approach was used to assess the accuracy of the tools, as established by comparing the observed results versus the results expected of the mouse controlled spiked-in transcripts. We found that detection of differential expression at the gene level is adequate, yet on the transcript-isoform level, all tools tested lacked accuracy and precision.

## Introduction

Ten years ago, short read next-generation sequencing (NGS) technologies first appeared on the market. During the past decade, notable progress has been made in terms of speed, read length, and throughput, along with a sharp reduction in per-base cost. RNA-Seq for transcriptome genome-wide analysis has become one of the most central applications of NGS. With the explosion of analyzed RNA-Seq data sets, it has become apparent that alternative splicing (AS) is a key contributor to cellular diversity in both normal and diseased tissues [1–5]. AS is prevalent in multicellular organisms, affecting approximately 90%–95% of genes in mammals [6]. It can be achieved via exon skipping, intron inclusion, mutually exclusive exons, alternative 5′ or 3′ exon splice sites, alternative promoter usage and alternative polyadenylation site usage. AS enables coding and production of multiple mRNA variants or isoforms from a single gene [4, 6–8]. The resulting isoforms differ in untranslated regions that regulate transcript localization, stability, or translation, or in regions encoding protein-protein interactions or sites for post-translational modification [3]. Overall, AS generates regulatory and functional diversity and complements differential gene expression in biological systems. In addition to quantification of known AS, in some cases it is required to define novel alternatively spliced transcripts. Thus, the ability to accurately build-assemble or quantify and detect differentially spliced transcripts can be of great biological importance.

Multiple bioinformatics tools designed to analyze RNA-Seq on the transcript level, have been developed and reviewed [1, 9, 10]. Although multiple studies have evaluated and benchmarked RNA-Seq tools dedicated to gene level analysis [11–14], few have evaluated its performance on the transcript-isoform level [15]. As pointed out in the reviews referenced above, there is a need for such an evaluation. Angelini et al. [16] concluded that it is difficult to obtain reliable transcript abundance estimates. In a study assessing transcriptome reconstruction method for RNA-Seq, it has been claimed that assembly of complete isoform structures poses a major challenge [17].

To evaluate the performance of the RNA-Seq platform and tools, externally and controlled quantities of transcripts can be added to RNA samples (spike-in). ERCC is a branded set of such RNA standards [18], which consists of 92 polyadenylated bacteria transcripts that mimic natural eukaryotic mRNAs. They are designed to have a wide range of lengths (250–2,000 nucleotides) and GC-contents (5–51%) and can be spiked into RNA samples before library preparation at various concentrations (10^6^-fold range). This set of spike-ins has been used to evaluate reproducibility and to normalize RNA-Seq data [19, 20].

Herein, we have used a novel spike-in approach to evaluate the accuracy of RNA-Seq bioinformatics tools in determining transcript structure and quantifying and detecting differently expressed transcripts. Forty seven mouse transcripts were synthesized and added to mouse RNA samples, allowing for analysis of both the endogenous mouse and the spike-in transcripts with the same methods. To the best of our knowledge this is the first RNA-Seq mammalian study using synthetic spike-in transcripts derived from the same species as the total RNA. The advantage in using the same species spike-ins is that they perfectly mimic the endogenous transcripts in a real biological setting. They contain the exon-intron structure and were designed to contain AS, not existing in bacterial ERCC. This novel approach was used to examine the spike-ins observed versus expected results using a comprehensive set of public and commercial tools representing different bioinformatics approaches to RNA-Seq analysis.

## Materials and Methods

### Cells and RNA

Embryoid bodies (Ebs) were generated by 4 days incubation of single cell suspension (35000cells/ml) of R1 mouse embryonic stem (mES) cells in 5 ml mES growth medium (DMEM, 15% FBS, L-Glutamine, Non-Essential Amino Acids, Pen/Strept, 2-beta–Mercaptoethanol, without Lif) in 6 cm low cell binding dishes. Four-day-old Ebs were treated for 4 days with 2μM RA (Retinoic Acid, Sigma R2625). The day of RA addition corresponds to the sample name day 0. Days 3 and 4 correspond to the samples that had been treated with RA for 3 or 4 days respectively. Day 3 RNA was analyzed only by microarrays. RNA was extracted with an RNeasy Mini kit (Qiagen). RNA sample quality was assessed using TapeStation.

### Microarray data acquisition

Purified RNA from day 0, day 3 and day 4 was reverse-transcribed, amplified, and labeled with Affymetrix GeneChip whole transcript sense target labeling kit. Labeled cDNA was analyzed using Affymetrix Mouse Gene 1.0 ST microarrays, according to the manufacturer's instructions. Microarray data were analyzed using Partek Genomic Suite software. CEL files (containing raw expression measurements) were imported and data was preprocessed and normalized using the Robust Multichip Average (RMA) algorithm. Genes that their intensity was less than 6 and their intensity standard deviation was below 0.3 were considered undetectable and therefore possible candidates for spike-ins.

### Preparation of mouse spike-in transcripts

cDNA clones from the Fantom2 mouse cDNABook collection (RIKEN, Japan) were used as the source for spike-ins. This collection contains a repertoire of splice variants for many mouse genes, and the structure of the collection enables in-vitro transcription of all the cDNAs from either the T7 or T3 promoter.

All the cDNA clones, which were in one of two bacterial plasmid backbones (pFLCI or modified Bluescript) were grown. The plasmid was then purified and quantified, and when possible, the cDNA was fully sequenced from both ends to verify the identity and the nature of the splice variant. For *in-vitro* transcription (IVT) each plasmid was linearized by digesting 2 μg after the poly(A) tail. Next, 500 ng from the linearized plasmids were subjected to IVT for 1 hour using the Ampliscribe T7-Flash transcription kit (Epicentre), according to the manufacturer recommendation. RNA was then precipitated and resuspended in 50μl RNase-free water. The concentration of the produced RNA was measured using a NanoVue (GE Healthcare), brought to 100 ng/μl, and finally run on a TapeStation (Agilent) to verify that the transcript length was accurate before being stored at -80°C.

### Preparation of RNA samples with spike-ins mixes

The 47 IVT-made spikes were combined in mixes. An additional spike was not taken into account as a spike-in or a false positive due to an error in its concentration calculation (gene name: 1700047L14Rik). 

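The deposited table lists this gene as NR_040691. Its FPKM, the abundance estimated by RSEM, rose from mix 1 to mix 3. In the 4 libraries of mix 1 it lay between 3.8 and 15.3 FPKM, with a median of 8.95. In mix 2 it lay between 62.0 and 207 FPKM (median 133), and in mix 3 between 676 and 1961 FPKM (median 1440). In the 4 libraries without spike-ins (mix 4) the highest value was 0.084 FPKM and the median 0. The transcript was counted neither as a spike-in nor as a false positive in the values given at the comparisons between mixes.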

All spike-in mixes were prepared on the same day. First, the molar concentrations of each transcript and the dilution factors and volumes to be added to each mix were calculated. Next, four serial dilutions (1:10–1:10,000) were prepared for each transcript and the appropriate volumes from the corresponding dilution were combined into each mix. The final composition of each mix is detailed in S1 and S2 Tables. Finally, each mix was thoroughly mixed, aliquoted and stored at -80C.

Mouse IVT spike-in and ERCC mixes were added to the total RNA (S3 Table and Fig 1A). Two microliter of the relevant mix were added to 1 μg of total RNA. The concentrations of all the spike-ins depicted in this study are in accordance to their concentration in the mix.

**Fig 1:**
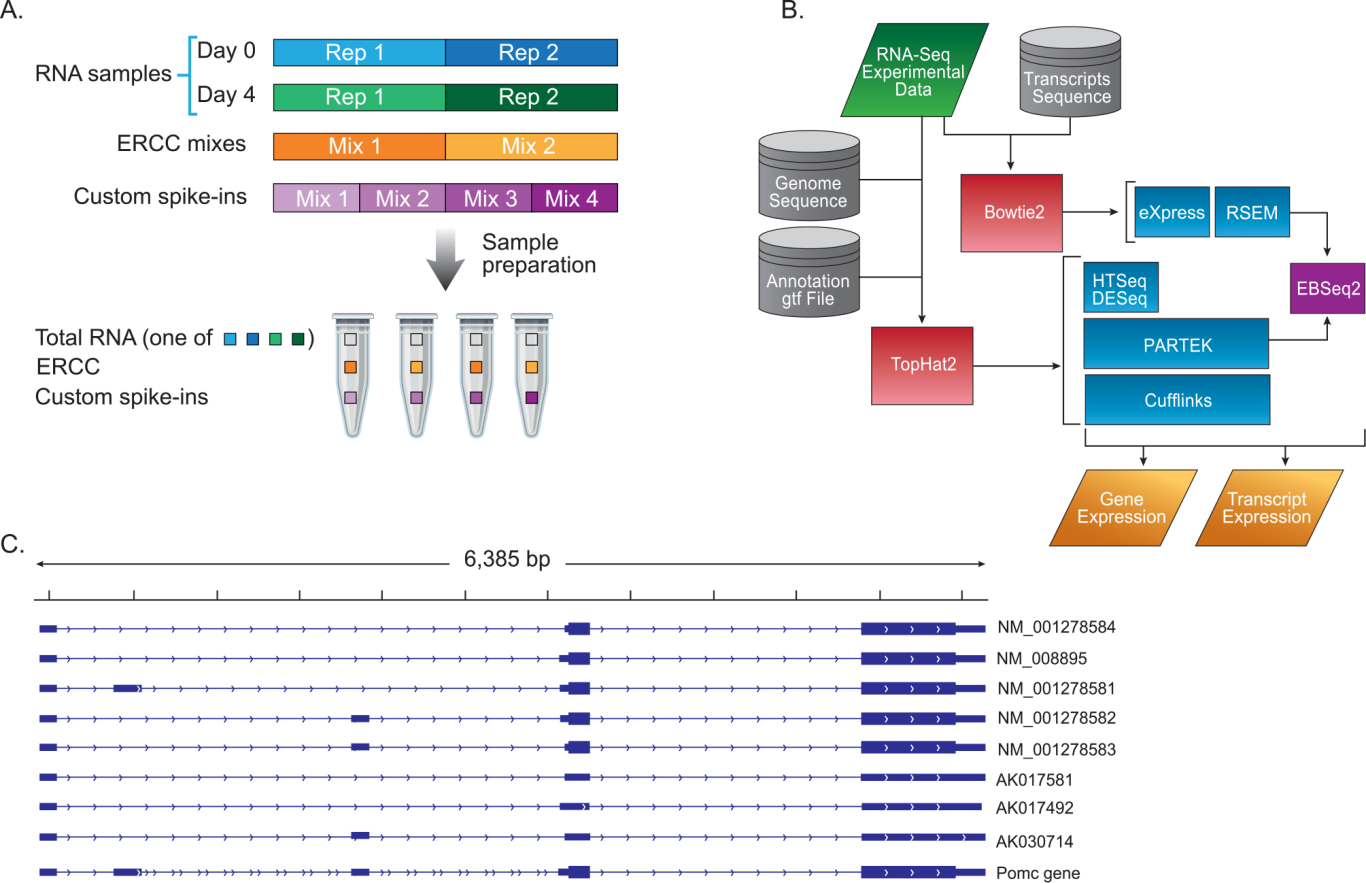
Experiment and analysis design. (A) Illustration of the experimental sample preparation. The experiment consisted of four RNA samples, two replicates (designated as Rep) of Day 0 (colored in blue) and two of Day 4 (green), each sample was divided to four vials, to two of them ERCC mix 1 was added and to other two mix 2 (orange). In addition one of the custom IVT spike-ins was added to each vial (violet). In total there were 16 vials. Custom mix 4 is the control without IVT spike-ins. (B) Diagram of the bioinformatics analysis design. (C) Genome browser view depicting the gene locus of Pomc that includes three distinct spike-in transcripts (AK030714, AK017581 and AK017492).

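The mouse gene Pomc lies on chromosome 12 of GRCm38 (mm10) from 3954945 to 3960643, on the plus strand. AK030714 is 1195 bases long with 57% GC, AK017581 is 1130 bases long with 58% GC and AK017492 is 1160 bases long with 58% GC. AK030714 was added at 1000, 10 and 100 attomoles/μl in mixes 1, 2 and 3. The other spike-ins of the locus, AK017581 and AK017492, were both added at 150, 1.5 and 15 attomoles/μl. Besides these 3 spike-ins, the deposited table lists 5 RefSeq transcripts of Pomc, which can share reads with them.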

### Library construction and sequencing

Total RNA (700 ng) (including spike-in mixes) was processed using the Illumina TruSeq Strand Specific total RNA with RiboZero Gold protocol (Illumina). The quality of the libraries was evaluated using Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing of 9 samples on three lanes. Paired-end 100-bp reads were sequenced on Illumina HiSeq Rapid 2500 instrument, using protocols RTA (1.17.21.3) and HCS (2.0.12.0). The sequence yield was between 39–59 million per sample.

### Sequence data analysis

#### Transcriptome mapping and assembly

Above 81% of the reads were aligned to the mm10 genome build and the sequences of the External RNA Control Consortium (ERCC) using TopHat (v2.0.10) [21]. TopHat was run with the option “—library-type fr-firststrand”.

TopHat mapped reads were assembled to transcripts by running Cufflinks [22–24] (2.2.1) (—library-type fr-firststrand). Each sample's mapped reads were assembled by running Cufflinks RABT [23] (reference annotation based transcript assembly; parameter -g) using the gene structures of RefSeq or Gencode (mm10) and additional transcripts used as spike-ins (that were not present in the original gtf) as well as ERCC spikes; this annotation will be termed herein RefSeq+ or Gencode+. Alternatively, Cufflinks was run without any knowledge on transcripts and gene structure (*de novo*). Cuffmerge was then used to compile and join the set of transcripts from each sample, along with RefSeq+ (-g option), thereby creating the gene and transcript structure for the *de novo* and the RABT mode.

In addition, Trinity (v2.0.2) [25] was used to perform *de novo* assembly of the transcripts without reference genome, with the option “—SS_lib_type FR” added to the command. To assess the quality of the built transcriptome, the extent and identity of the overlap between the built transcripts and the spike-ins was evaluated using Blat [26]. The assembly score was calculated by the Transrate software[27].

Unless otherwise specified, all the tools were applied using default parameters.

#### Transcriptome quality control

The rRNA content was measured by using the intersectBed command (bedtools) [28] of the alignment bam files against rRNA and tRNA intervals (the intervals were downloaded from the UCSC tables; four additional intervals that were present in Gencode were added). The number of reads that mapped to these intervals was counted. The percent of reads that mapped to rRNA had a median of 0.17%, with 5.2% being outliers (sample K, see S3 Table).

#### Transcriptome quantification and differential expression analysis

Various tools were used for quantification of the transcripts and genes (Fig 1B). The programs HTSeq [29], Partek Genomic Suite (v6.6; St. Louis, MO) and Cuffdiff [30] were used to quantify the transcripts and genes annotated by RefSeq+ or Gencode+, using TopHat mapped reads as input.

DESeq2 (1.4.5) [31, 32] gene normalization and differential expression analysis were performed after running HTSeq (—stranded = reverse -t exon -m intersection-strict -q -i gene_id). Differential expression of spiked genes within the mixes was analyzed separately for the RNA samples from day 0 and day 4 using DESeq2 parameters (cooksCutoff = TRUE and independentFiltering = TRUE). The normalized counts were converted to FPKM.

Partek® Genomics Suite® software, version 6.6 Copyright; 2014 (St. Louis, MO, USA) with the RNA-Seq workflow was used, and the quantification step, was run with option “yes” for the question “Can assay discriminate between sense and antisense transcripts?” Otherwise, default settings were used. A statistical overview of the mapping results is shown in S4 Table. Four separate ANOVA tests were applied to determine differentially expressed transcripts and genes within the mixes for RNA sampled from either day 0 or day 4. For the ANOVA test, preprocessing consisted of excluding non-expressed gene or transcripts (RPKM = 0), applying an offset of 0.1 and the RPKM values were log2 transformed.

Cuffdiff was used for quantification and differential expression analysis and was run with the RABT gene structure file (parameter—library-type fr-firststrand). In addition Cuffdiff was run using the RefSeq+ or Gencode+ annotation file (without prior run of Cufflinks). The differential expression analysis of samples derived from day 0 and day 4 was performed on two separate runs of Cuffdiff. Plots of quantification data was done using the means of the biological replicates.

The tools eXpress [33] and RSEM (v1.2.18) [34] quantified the transcripts by directly running bowtie (v2.1.0) [35] (Fig 1B) on the transcript sequences (RefSeq+). For eXpress (v1.5.1) (—fr-stranded), the input of bowtie2 run (—no-discordant -X 800 -p 3 -a—norc) was used. For RSEM, first the transcript reference was prepared (rsem-prepare-reference), followed by rsem-calculate-expression (parameter:—bowtie2—forward-prob 0—paired-end). A script provided by the Trinity [25] programmers: abundance_estimates_to_matrix.pl was used to merge the abundance estimation of the different samples and to obtain trimmed mean of M values (TMM) normalized FPKM matrix. Quantification results of HTSeq and RSEM were further normalized by using CQN [36]. ROC curves were calculated using pROC package [37]. Power analysis was performed with Scotty [38] and R package RNASeqPower [39].

The spike-ins plots were done using Matlab, Partek and R. For spike-ins quantification plots an offset of 10e-3 was added to FPKM values before log2 transformation.

EBSeq [40] was used to detect differentially expressed transcripts using the RSEM transcripts quantification output. Fifteen patterns were defined for analysis of samples from the same day.

#### Linear Regression Model

Linear regression models were used to explain the observed amount of spike-ins (FPKM values). The model included the basic explanatory attributes: expected spike-in amount, day of sample (0 or 4) and replicate sample information. In addition to the basic attributes, the spike-in characteristics %GC and the length (number of bases in linear and squared centralized terms) were included. The initial model consisted of the basic effects and all second-order interactions effect, excluding the sample replication information. The final basic model was achieved after implementation of the backward elimination algorithm using the step function in R (3.2). To achieve a better model fit, the log of the observed and expected amounts were used. In order to test if the spike-in characteristics significantly improved the fit, this model procedure was run twice, once with only the basic attributes and once with all attributes. The third model included in addition to the attributes described above, the loci attributes of the spike-ins: the number of alternative spliced isoforms within the gene locus and the number of alternative spike-ins added per locus. The confidence intervals for the adjusted R-squared were calculated using the MBESS package in R [41].

## Results and Discussion

### Study design

This study focuses on the expression analysis at the transcript level. Furthermore, this is the first study to perform an evaluation of bioinformatics tools based on mouse transcripts spike-ins added to mouse RNA samples. Our design of mouse spike-ins included splice variants from the same genetic background, tested over a wide range of concentrations.

Mouse total RNA was extracted from EBs before (designated as day 0) and four days after the addition of RA (designated as day 4). RA plays multiple roles in the nervous system, including induction of neural differentiation, axon outgrowth and neural patterning [42]. This procedure was repeated to yield two biological replicates (Fig 1A). 

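The experiment comprised 4 RNA samples, 2 biological replicates of EBs at day 0 and 2 at day 4 of RA treatment. Each RNA sample was split into 4 vials, so that the 16 libraries hold IVT mixes 1, 2 and 3 and, as mix 4, no IVT spike-in, each in both replicates of both days. The vials of an RNA sample are splits of the same RNA, not further replicates. The libraries were stranded and sequenced in paired-end mode. The paper's S4 Table lists 36198461 to 51640047 reads per library at day 0, with a median of 41516052, and 35727480 to 47961588 at day 4, with a median of 41186175. The paper's methods state another range for the sequence yield per sample, and the numbers of reads in the table are the ones used here.
The authors aligned the reads to RefSeq transcripts of mm10 together with the spike-in transcripts and estimated the abundance of each transcript with RSEM. They deposited 1 table of FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the library), scaled with a trimmed mean of M values (TMM) factor per library. The table holds 33750 transcripts, of which 29205 have an NM and 4497 an NR identifier, and all 47 IVT spike-ins. It holds 0 ERCC transcripts, and the ERCC spike-ins are not analysed here. Since the values are FPKM and not counts, the number of fragments behind each value is unknown. The FPKM of a library summed to between 411090 and 622888, and the TMM factors lay between 0.928 and 1.13. Between 20555 and 22156 transcripts per library were above 0.
The FPKM were used as deposited, as log2(FPKM + 0.01) for quantification and as log2(FPKM + 0.1) for comparisons between mixes, which are the offsets of the paper's methods for plots and for its Partek analysis. Fold changes on these scales understate the change of transcripts near 0. Comparisons were tested with limma (lmFit, and eBayes with a trend), with Benjamini-Hochberg adjustment within each comparison and an adjusted p of at most 0.05. Each day was fitted separately on its 8 libraries, without a replicate term, after transcripts at 0 in all 8 were left out.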

Mouse spike-ins of 47 different mouse RNA transcripts, generated in vitro from plasmid constructs (see Methods), were added to the total RNA samples. These transcripts were selected as their expression levels were below the detection threshold, as determined by prior microarray analysis (results not shown). 23 of the spike-ins originated from 10 different genomic loci (S1 Table); namely, each locus was represented by at least two different isoform-transcripts termed in this study, as multi-spike-ins loci. The remaining 24 spike-ins represented different loci (S2 Table) and were termed single spike-in loci. The selection criteria for the transcripts used as single spike-in loci, were undetectable expression levels and transcripts with a diverse length and GC content. 

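The spike-in AK008207 of Acbd4 is 1233 bases long with 58% GC. In mix 1, at 1000 attomoles/μl, it was measured at 137 FPKM in replicate 1 and 77.2 FPKM in replicate 2 of day 0, and at 20.9 and 17.1 FPKM in the replicates of day 4. In mix 2, at 10 attomoles/μl, the replicates gave 2.25 and 1.07 FPKM at day 0 and 1.34 and 0.628 FPKM at day 4. In mix 3, at 100 attomoles/μl, replicate 1 of day 0 gave 10.0 FPKM and replicate 2 gave 0.305 FPKM, while day 4 gave 2.79 and 2.21 FPKM. Without spike-ins (mix 4) the values were 1.34 and 0.31 FPKM at day 0 and 0.678 and 0.71 FPKM at day 4. The value of mix 2 was thus above that of mix 4 in both replicates of day 0 and in replicate 1 of day 4, and below it in replicate 2 of day 4. In replicate 2 of day 0 the mix 3 library gave less than the mix 2 library, although 10 times as much was added.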

Three different mixes of spike-ins were prepared, each containing combinations of all the spike-ins, at 10-fold increments, for example AK008207 is found at 1000, 10 and 100 attomoles/μl in mix 1, mix 2 and mix 3 respectively (S1 and S2 Tables). A control mix containing only native total RNA was added (mix 4). Three of the spike-ins were added at low concentrations (0.1–100 attomoles/μl) and three were added at high concentrations (100–10000 attomoles/μl). Each of the four total RNA samples (duplicates of day 0 and day 4) was divided into four tubes and the mixes were then added to each. In addition, the ERCC spike-ins were added as described (S3 Table, Fig 1A). Due to the large fold changes between the spike-ins amounts in the mixes (10–100), we choose to work with duplicates, see power analysis (S1 and S2 Files). The replication quality was assessed using the transcript (RSEM) and gene expression levels (HTSeq and DESeq2) on the control samples (mix 4). 

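On the transcript level the 2 mix 4 libraries of day 0 had a Pearson correlation of 0.894 over the 33750 transcripts, on the scale of log2(FPKM + 0.01). At day 4 the correlation was 0.964. After the FPKM of each gene's transcripts were summed, the correlations were 0.956 at day 0 and 0.989 at day 4 over 25075 genes. These are correlations across transcripts or genes, which are not independent replicates. The scale moved the day 0 value most, to 0.672 with untransformed FPKM, while the day 4 value rose to 0.998. In mixes 1, 2 and 3 the replicates of day 0 had correlations of 0.961, 0.958 and 0.882, and those of day 4 had 0.961, 0.956 and 0.954. At day 0 the correlation thus differed between mixes by more than at day 4, with the lowest values in the comparisons of mixes 3 and 4.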

Pearson correlations between the duplicates on the transcript level were 0.88 (day 0) and 0.96 (day 4) and on the gene level were 0.95 (day 0) and 0.99 (day 4). The RNA was sequenced as described in the Methods section.

### Quantification and Differential Expression of Spike-ins

In order to assess and compare the ability of the various bioinformatics approaches and tools to quantify transcript levels, we analyzed the Illumina reads with different tools (Fig 1B). These tools differ in the initial mapping stage requirement: RSEM and eXpress use the outputs produced from mapping the reads to transcript sequences, whereas the other tools used. i.e., Cufflinks, Cuffdiff, DESeq2 and Partek, use the output produced after mapping the reads to the genome.

All the methods applied, except for DESeq2, support transcript level analysis and utilize the expectation–maximization (EM) algorithm in order to distribute the reads amongst the transcripts. Yet, they differ in handling multi-mapping events and sequence-bias [22, 24, 30, 33, 34, 43].

Quantification of transcripts is greatly influenced by the number of potential isoforms and by incorrect or misassembled isoforms that can introduce uncertainty. Therefore, all quantification results shown here (Figs 2–6) were obtained using the same set of transcripts, namely, the gene structures of RefSeq+ (see definition in Methods) without novel assembled transcripts.

**Fig 2:**
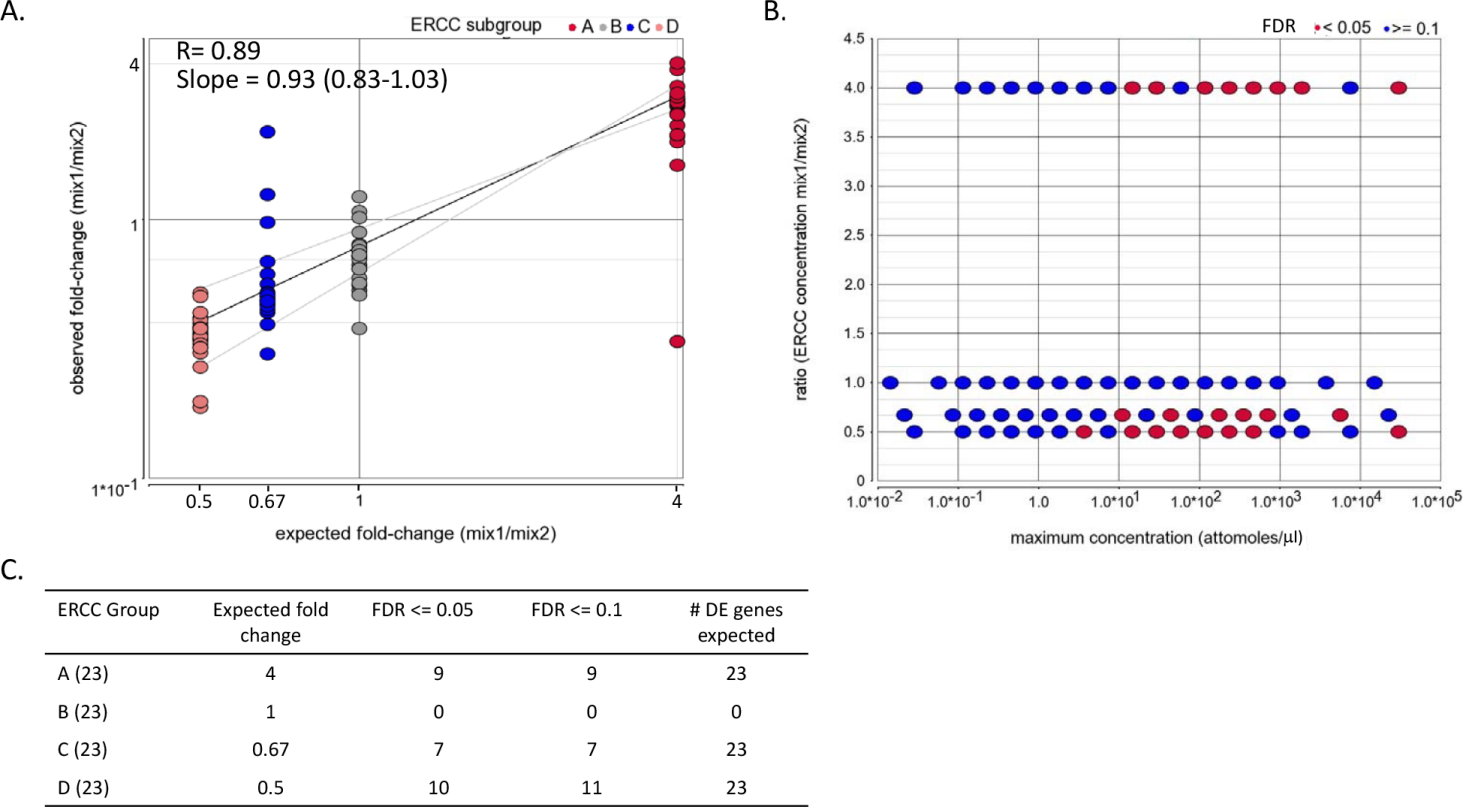
Analysis of ERCC spike-ins. Differential expression of ERCC spike-ins. (A) Scatter plot of DESeq2 normalized ratio between ERCC mix2 and ERCC mix 1 versus the expected ratio for day 0. Note the axes scale in the plot is logarithmic. The correlation coefficient and the slope were calculated on the log values. The gray lines represent 95% confidence interval of the slope. The slope confidence interval is indicated in brackets. (B) Scatter plot illustrating the relationship between the spike-in levels and differential expression detection capacities. The fold changes between the two ERCC mixes and the FDR were calculated using DESeq2. The maximum concentration (log_10_) within the pairwise comparison is shown in the X- axis. (C) Number of significantly differentially expressed (DE) ERCC spikes.

**Fig 3:**
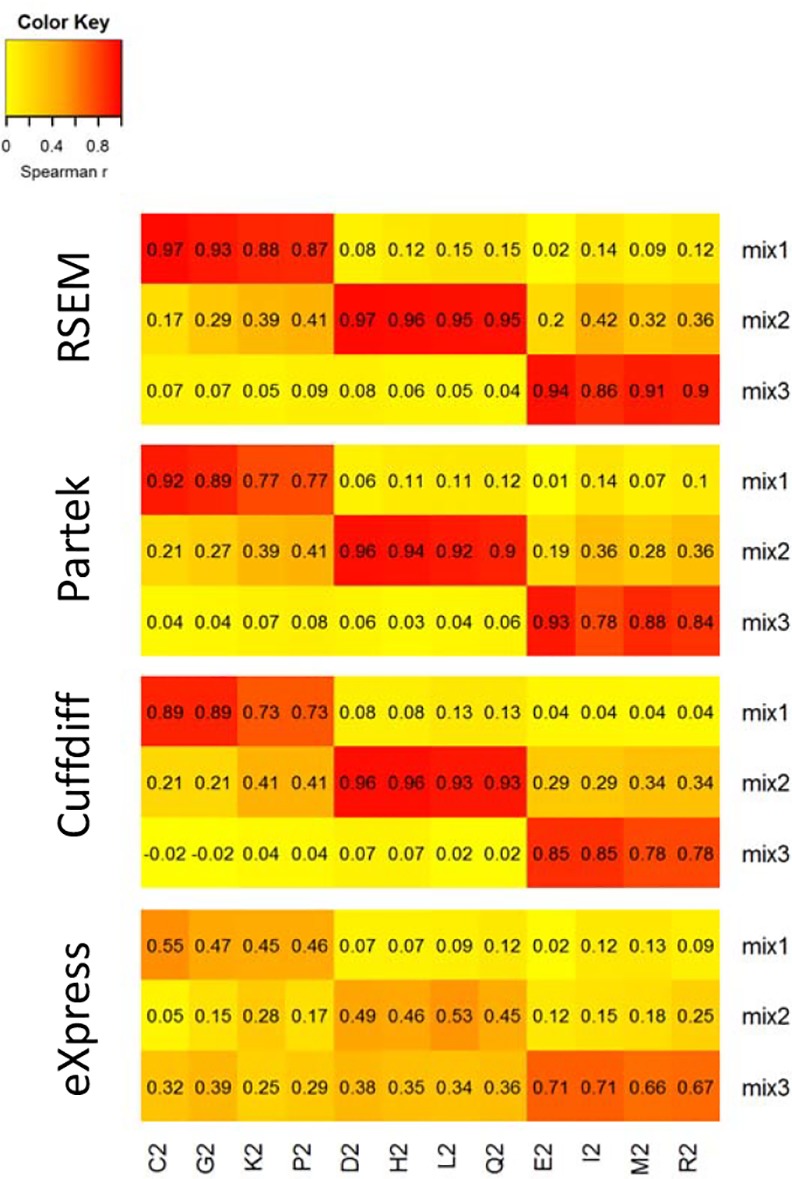
Spike-in correlations between expected versus observed values. Spike-ins Spearman correlation between concentration values (mix 1, mix 2, mix 3) and observed FPKM values. Sample names are shown in the figure and described in the S3 Table.

**Fig 4:**
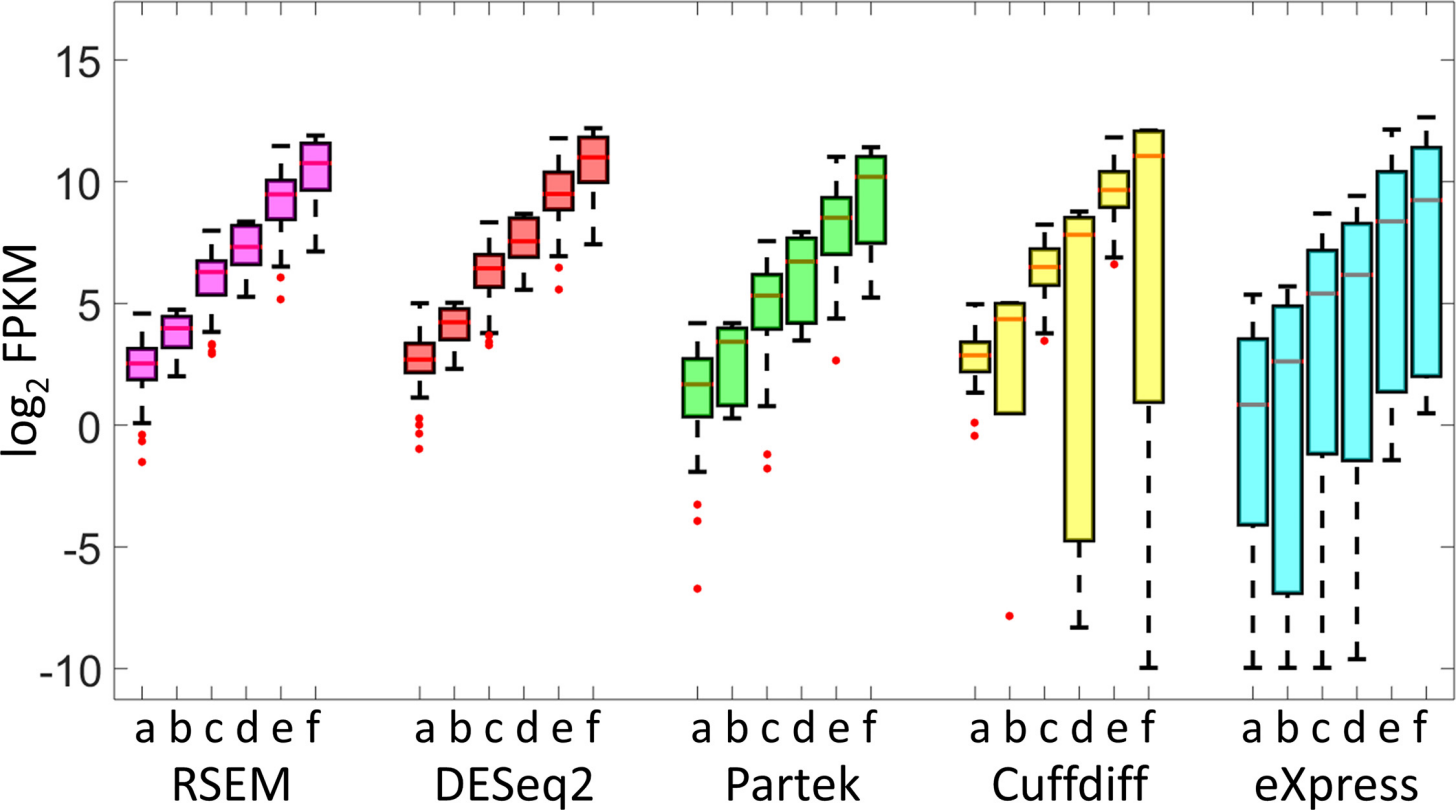
Abundance estimation of single locus transcript spike-ins using various bioinformatics tools. Spike-ins were quantified using various tools: RSEM, Partek, DESeq2, Cuffdiff and eXpress. Depicted are box plots of the observed versus the expected values for 19 spike-ins. In the X-axis (a-f) depicts spike-ins at a concentration of 50, 100, 500, 1000, 5000 and 10000 attomoles/μl respectively. The boxplots for the concentrations 50, 500 and 5000 attomoles/μl are based on 64 observations, the other three box plots are based on 12 observations.

**Fig 5:**
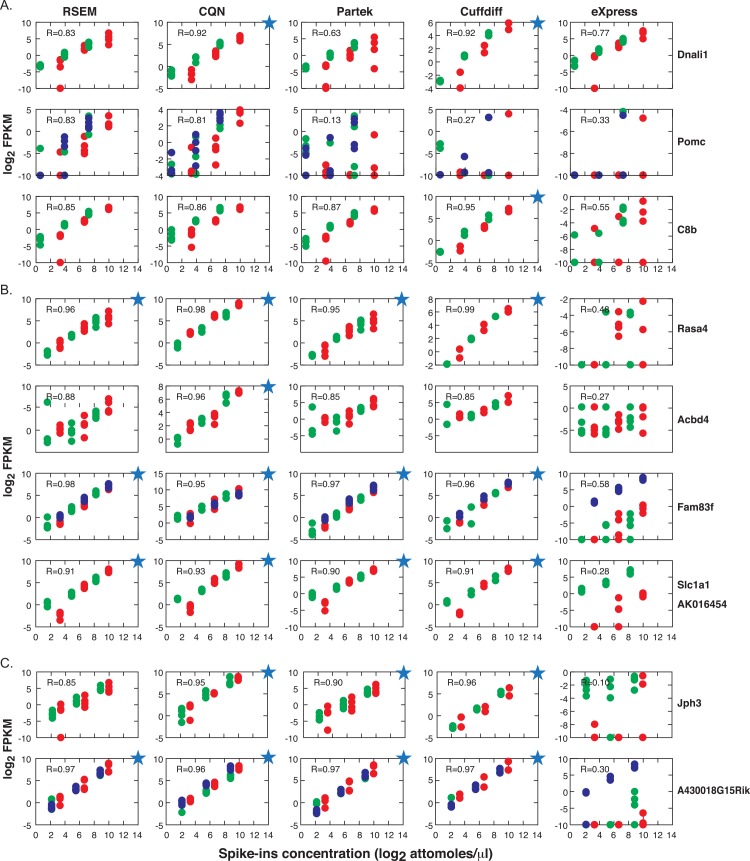
Abundance estimation of spikes with multiple isoforms per locus, using various bioinformatics tools. Spike-ins were quantified using various tools: RSEM, RSEM normalized by CQN, Partek, Cuffdiff and eXpress. Depicted are scatter plots of the observed versus the expected values, for the spike-ins that have multiple isoforms per locus. The loci are arranged by the concentration of the minor transcript: 15% (A), 30% (B), 45% (C). The major transcripts are depicted as red points and the minor transcripts in green and blue. Blue stars depict plots with a correlation of > = 0.9.

**Fig 6:**
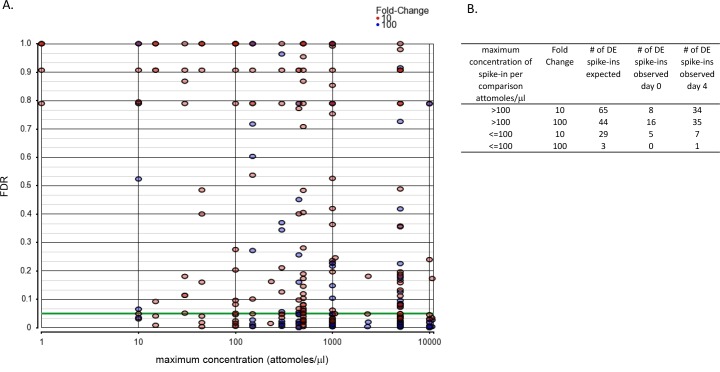
The relationship between the spike-in concentration and differential expression detection capacities. A scatter plot displaying association between spike-in concentrations and the ability to detect differential expression. Shown are the Partek analysis of day 0 and day 4 samples for the three mixes (1–3). X axis: the maximum spike-in concentration within the pairwise comparison. The color intensity is proportional to the number of points at each coordinate. The green line indicates the FDR < = 0.05 cutoff.

#### Analysis of ERCC spike-ins

After TopHat mapping to the mm10 genome, RefSeq+ genes were quantified by HTSeq and normalized expression values were extracted with DESeq2. Between 0.25–0.79 million reads uniquely aligned to ERCC spike-ins and were efficiently detected, as shown by the relationship between the ERCC spike-in counts (DESeq2 rld values) and their nominal concentration (S1 Fig). Rld stands for regularized log transformation of the original count data to a log2 scale by fitting a model with a term for each sample and a prior distribution on the coefficients which is estimated from the data. Furthermore, the relationship between the observed and expected ratio (ERCC mix 1 over ERCC mix 2 for the same RNA sample) had a linear correlation coefficient (R) of 0.89 in day 0 (Fig 2A) and 0.85 in day 4 (S2 Fig).

DESeq2 was used to detect differentially expressed ERCC genes by comparing the eight samples which had ERCC mix 1 versus the eight samples which had ERCC mix 2 (Fig 2B). In this comparison, only the ERCC genes should be detected as differentially expressed (since the comparison sets are balanced as far as the day and IVT mixes). Only 26 of the 69 spikes were detected with false discovery rate (FDR) less or equal to 0.05 (38%). ERCC spike-ins below a concentration of 1 attomoles/μl were not detected as differentially expressed (Fig 2B). The differentially expressed spike-in genes are not necessarily the ones with the highest fold changes (see ERCC groups in Fig 2C), implying that in addition to the maximum concentration of the spike-in transcripts and the fold change, other specific factors, such as sequence and length, influence detection of differential expression.

#### Analysis of IVT mouse spike-in quantification

After mapping to either the genome or the transcripts, transcripts were quantified by the various tools shown in Fig 1B. The selected tools differ in the methodology implemented for detection of differentially expressed genes. DESeq2 and Cuffdiff model the count variance across replicates as a nonlinear function of the mean counts and use a Negative Binomial distribution to model biological variability, and provide a measure of statistical significance in the absence of a large number of biological replicates [13]. In contrast, Partek uses an ANOVA model. EBSeq [40] takes advantage of the merits of empirical Bayesian methods.

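In the 4 libraries without IVT spike-ins, 91 of the 188 values of the 47 spike-ins were 0 FPKM and the median was 0.009 FPKM. In all 4 libraries, 9 spike-ins were at 0 and 27 were below 0.1 FPKM. The highest value, 1.57 FPKM, was that of AK079699 in replicate 1 of day 4. AK079699, AK037034 (highest value 1.44 FPKM) and AK008207 were the 3 spike-ins that reached 1 FPKM in any of these libraries. The number of reads behind these values is unknown, so no lower limit of detection can be given.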

Quantification of the spike-ins in mix4 samples corroborated the undetectable endogenous level of expression of these transcripts, with a few exceptional transcripts with up to 2 FPKM. The correlation between the observed FPKM values of the 47 IVT spike-ins and the nominal IVT spikes-in concentrations is depicted in a heat map plot (Fig 3). 

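Spearman correlations between the FPKM of the 47 spike-ins and their nominal concentrations were computed within each of the 12 libraries with spike-ins. Against the concentrations of its own mix, a library had a mean correlation of 0.924 ± 0.0383 (SD, n = 12 libraries from 4 RNA samples), from 0.863 to 0.968. Against the concentrations of the other mixes, the correlations lay between 0.0217 and 0.418, with a median of 0.119. Every library thus had its highest correlation with its own mix. The mean was 0.938 at day 0 and 0.910 at day 4. The lowest value of day 0 was that of the mix 3 library of replicate 2. These correlations are across spike-ins, which are not independent replicates. Restricted to the 23 spike-ins of multi-spike-ins loci, the mean was 0.838, the alternative that moved it most, and over the 24 single spike-in loci it was 0.938.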

There were four samples for each mix and, as expected, the highest pair correlations were within the same mix. The correlation values were highest when using the RSEM tool (maximum correlation value 0.97) and lowest when using eXpress (maximum correlation value 0.71). CQN normalization [36] was applied on the RSEM counts, taking into account the transcripts GC content and length. The spike-in correlations between the expected and the CQN values had the same values as RSEM with TMM normalization.

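The 19 single spike-in loci with 50 to 10000 attomoles/μl (Xist and the 3 spike-ins at 0.1 to 10 attomoles/μl left out) had FPKM that rose with the nominal concentration. Their median was 5.80 FPKM at 50 attomoles/μl, 15.8 at 100, 78.3 at 500, 160 at 1000, 712 at 5000 and 1750 at 10000. The interquartile range within a concentration was 1.34 on the log2 scale on average. It was wider at day 4 than at day 0 at each concentration, for example 2.56 against 1.05 at 5000 attomoles/μl. Per spike-in, the Pearson correlation of log2(FPKM + 0.01) with the log2 nominal concentration over the 12 libraries had a median of 0.984, from 0.940 to 0.993. Since the 12 libraries come from 4 RNA samples, these correlations describe the calibration and were not tested. Irf4 (AK089819) had the highest, 0.993, and Wnt7b (AK087499, 59% GC) had 0.946. At 10000 attomoles/μl, Wnt7b was at 1208 FPKM in replicate 1 and 141 FPKM in replicate 2 of day 0, and at 550 and 342 FPKM at day 4. The mean interquartile range was 1.70 without replicate 1 and 1.10 without replicate 2, the alternatives set in advance that moved it most.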

Analysis of the distribution of the FPKM values for the single spike-in loci (Fig 4 and S3 Fig), showed that quantifications by RSEM, DESeq2 (gene level analysis) and Partek provided a narrow distribution of values, whereas the quantification by Cuffdiff and eXpress yielded a broad distribution of values for spike-ins added at the same nominal concentration. Some transcripts were categorized as having low expression even though they were added at significant concentrations (>100 attomoles/μl), for example Wnt7b in the Cuffdiff analysis (S3 Fig).

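For each of the 10 multi-spike-ins loci, the Pearson correlation between log2(FPKM + 0.01) and the log2 nominal concentration was taken over all spike-ins and the 12 libraries. The highest values were 0.975 for the locus of Fam83f and A430088P11Rik, 0.973 for locus 10 (A430018G15Rik and Cacnb4) and 0.964 for Rasa4. The lowest was 0.835 for Pomc. The other loci had 0.911 (Slc1a1 and 4430402I18Rik), 0.902 (C8b), 0.897 (Jph3), 0.892 (Dnali1), 0.882 (Rell2) and 0.876 (Acbd4). With a pseudocount of 1 in place of 0.01 the correlation of Pomc was 0.734.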

In the analysis of the expression level of the 10 multi-spike-ins loci (Fig 5, S4 Fig), the performance of RSEM, RSEM followed by CQN, Partek and Cuffdiff was closer to the predicted behavior, when compared to eXpress. The latter provided the most scattered values. Interestingly, the ability to quantify the concentration of the minor isoform spike-in within a locus, did not differ dramatically among the three groups (10%, 30% or 45% of the major transcript in the loci).

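The minor spike-ins of the loci were added at 15%, 30% or 45% of the major spike-in according to S1 Table, with these exceptions. The spike-ins of Rell2, of the 45% group, have equal concentrations there. The concentrations of AK038037, in the locus of Fam83f, follow another order over the mixes, and it was left out of the ratios below. Of the minor spike-ins kept, AK016454 (4430402I18Rik, set against Slc1a1), AK014510 (Rell2) and AK038633 (Cacnb4, locus 10) lie on the strand opposite to the major one. They are not isoforms of the same gene and strand. In stranded libraries their ratios therefore do not measure a split of reads between isoforms. The observed ratio of minor to major FPKM was set against the nominal ratio in each of the 12 libraries, and the log2 deviations were averaged per locus. In the 15% group the ratio of minor to major was above the nominal one by 1.83 ± 0.21 (SD, n = 3 loci), with observed shares of 45.9% for Dnali1, 54.4% for C8b and 45.8% (AK017581) and 82.1% (AK017492) for Pomc. In the 30% group the mean deviation was 0.47 ± 0.71 (n = 4 loci), with shares of 34.9% (Rasa4), 23.6% (Acbd4), 48.7% (Fam83f) and 75.2% (Slc1a1). In the 45% group it was 0.85 ± 0.82 (n = 3 loci), with 92.0% for Jph3, 297% for Rell2 and 43.6% and 44.0% for the minor spike-ins of locus 10. An exact permutation test over all 4200 arrangements of the 10 loci, two-sided, gave p = 0.0776 for a difference between the groups. With a pseudocount of 1, chosen in advance as an alternative, p was 0.0138. With pseudocounts of 0.001 and 0.1 it was 0.110 and 0.0529. From the libraries of replicate 2 alone p was 0.234 and from those of replicate 1 alone 0.0319, so that the difference between the groups depends on the replicate. The mean absolute deviation over the 10 loci was 1.07. Both spike-ins of a pair were above 0 FPKM in 5 (AK017581) and 7 (AK017492) of the 12 libraries for Pomc and in 11 for Dnali1, C8b and Jph3, and in 12 for the others, so the pseudocount sets part of these ratios. Leaving out libraries with a spike-in of the pair at 0, chosen after seeing the data, gave shares of 33.0% (Dnali1), 37.7% (C8b), 70.1% and 110% (Pomc) and 71.5% (Jph3). The mean deviations were then 1.69 ± 0.80, 0.47 ± 0.73 and 0.74 ± 0.82 in the 3 groups, and the same exact permutation test gave p = 0.184. Leaving out values at 0 can itself shift a ratio.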

#### Analysis of IVT spike-ins differential expression

One of the most important applications of RNA-Seq is the study of differential expression of gene and transcript between two or more biological conditions. Table 1 shows the expected number of differentially expressed transcripts between RNA samples of different mixes (day 0 mix 1 versus day 0 mix 2, etc.) and the results observed with the various analysis tools. Note that when comparing the biological replicates of the same day, the expected differentially expressed transcripts should only be the IVT spike-ins. For each comparison, differentially expressed transcripts were defined as those with a FDR value < = 0.05. Theoretically, there should be 564 such values (47 spike-ins multiplied by 12 comparisons).

**Table 1:** Number of differentially expressed transcripts among the mixes, as identified using various bioinformatics tools and RefSeq+ annotation.

	PARTEK		Cuffdiff		Cuffdiff (with de novo)*		EBSeq with RSEM counts	
Description	all	spikes	all	spikes	all	spikes	all	spikes
mix 1 vs. mix 2- Day 0	48	10	0	0	0	0	775 (41)	39 (27)
mix 1 vs. mix 3- Day 0	52	10	0	0	0	0		
mix 1 vs. mix 4- Day 0	63	19	0	0	0	0		
mix 2 vs. mix 3- Day 0	11	9	0	0	0	0		
mix 2 vs. mix 4- Day 0	29	17	0	0	0	0		
mix 3 vs. mix 4- Day 0	10	7	0	0	0	0		
mix 1 vs. mix 2- Day 4	90	24	33	29	47	3	932 (27)	44 (29)
mix 1 vs. mix 3- Day 4	103	29	35	29	50	3		
mix 1 vs. mix 4- Day 4	96	25	20	13	17	0		
mix 2 vs. mix 3- Day 4	79	24	30	28	42	2		
mix 2 vs. mix 4- Day 4	80	29	17	13	19	0		
mix 3 vs. mix 4- Day 4	59	25	14	9	12	0		
**Sum**	**720**	**228**	**149**	**121**	**187**	**8**	**1707**	**83**
**expected**	** **	**564**	** **	**564**	** **	**564**	** **	**94**
**% false positive**	** **	**68.33**	** **	**18.79**	** **	**95.72**	** **	**95.14**
**% identified**	** **	**40.43**	** **	**21.45**	** **	**1.42**	** **	**88.30**

Bioinformatics tools were applied to determine differentially expressed transcripts (FDR< = 0.05),”all” depicts all the differentially expressed transcripts. First number in EBSeq analysis is the number of transcripts which were not pattern 1, in brackets is the number of transcripts that were pattern 15.

*Transcripts of class “=“, “j” or “x”

Using Partek, only 40.4% of the IVT spike-ins comparisons were identified as statistically significant (FDR< = 0.05), and 68.3% of the significant comparisons were false-positives. 

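With limma on the RSEM FPKM, 316 of the 564 spike-in comparisons (56.0%) were identified, and 221 of the 537 differentially expressed transcripts (41.2%) were not spike-ins. At day 0, 99 spike-in comparisons (35.1% of 282) and 46 of other transcripts were identified, out of 26060 transcripts tested. At day 4 there were 217 (77.0% of 282) and 175, out of 26474. At an unadjusted p of at most 0.05, 238 spike-in comparisons at day 0 and 256 at day 4 passed, with 2543 and 4045 of other transcripts. The number of spike-ins at day 0 moved most when only the 4 libraries of the mixes compared were fitted, to 0. That fit also gave 0 other transcripts at day 0 (233 spike-ins and 4006 others at an unadjusted p of at most 0.05). At day 4 it gave 19 spike-ins and 1 other transcript. The number of other transcripts at day 0 rose to 202 with unmoderated variances. With the replicate as a block, since the vials with the same replicate number are splits of the same RNA, 94 spike-ins and 21 other transcripts were identified at day 0 and 211 and 91 at day 4, so that 26.9% were not spike-ins.
Of the 47 spike-ins, 3 were identified in none of the 12 comparisons: AK017581 (Pomc), AK037034 (Sema3b) and AK079604 (Acbd4). AK079604 was identified in 2 comparisons with the replicate block and in 3 with a pseudocount of 1. Another 2 spike-ins were identified in all 12, and 26 in more than 6. Among the transcripts that were not spike-ins, NM_011040 of Pax8 was identified in 8 comparisons and NM_011922 of Anxa10 in 7. The next, each in 4, were transcripts of Ptafr, E330014E10Rik, Ncald, Yipf1, Pomc and Ubd and the transcript NM_001101804_1. With the replicate block, those of Ncald and Yipf1 were identified in 0 comparisons (4 each at an unadjusted p of at most 0.05). The comparisons of a day share libraries, so these numbers are not independent. Pax8, Anxa10, Ptafr, Pomc and Ubd are also genes of spike-ins, whose reads the quantification can split between transcripts of the same gene.
Over the 141 comparisons of a day between mixes 1, 2 and 3, the log2 fold change differed from the nominal one by a median of 0.46 at day 0 and 0.30 at day 4. Without replicate 1 the median at day 0 was 0.60 and without replicate 2 it was 0.34. The Pearson correlation of observed and nominal log2 fold changes was 0.964 at day 0 and 0.967 at day 4, across comparisons that are not independent.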

Cuffdiff identified 21.4% of the comparisons of the IVT spike-ins as significant and had false-positive rate of 18.8%. In addition, we ran Cuffdiff with the transcripts definition created by Cufflinks, which allowed for *de novo* transcript assembly (option rabt in the software). This annotation file had many more transcripts than the RefSeq+ file (107,339 versus 33,286) and was less efficient in detecting differentially expressed spike-in transcripts. Fewer significant comparisons for the IVT spike-ins (1.4%) and a dramatic increase in false detection rate (95.7%) were observed. When using Gencode+ annotation (contains 136078 transcripts; see Table 2), no transcripts were detected as differentially expressed with Cuffdiff, whereas with Partek a similar amount was spike-ins were detected (38.3%), yet there was a dramatic increase in false positive detection (91%). Hence, an increase in the number of annotated transcripts causes a decrease in the ability to reliably detect differentially expressed transcripts.

**Table 2:** Number of differentially expressed transcripts and genes among the mixes, as identified using various bioinformatics tools using Gencode+ annotation.

	Transcripts				Genes					
	Partek		Cuffdiff		Partek		Cuffdiff		DESeq2	
Description	all	spikes	all	spikes	all	spikes	all	spikes	all	spikes
mix 1 vs. mix 2- Day 0	187	12	0	0	56	12	25	25	27	26
mix 1 vs. mix 3- Day 0	156	11	0	0	53	10	18	18	29	27
mix 1 vs. mix 4- Day 0	174	19	0	0	54	16	11	11	23	22
mix 2 vs. mix 3- Day 0	64	11	0	0	10	8	19	19	30	28
mix 2 vs. mix 4- Day 0	81	17	0	0	17	12	11	10	20	19
mix 3 vs. mix 4- Day 0	30	6	0	0	9	8	12	11	21	19
mix 1 vs. mix 2- Day 4	273	19	0	0	112	25	33	30	36	32
mix 1 vs. mix 3- Day 4	319	26	0	0	122	26	31	28	36	32
mix 1 vs. mix 4- Day 4	330	23	0	0	131	27	21	17	29	26
mix 2 vs. mix 3- Day 4	155	19	0	0	110	21	30	27	36	31
mix 2 vs. mix 4- Day 4	305	28	0	0	113	25	20	17	27	24
mix 3 vs. mix 4- Day 4	320	25	0	0	122	23	17	14	24	21
**Sum**	**2394**	**216**	**0**	**0**	**909**	**213**	**248**	**227**	**338**	**307**
**Expected**	** **	**564**		**564**	** **	**432**	** **	**432**	** **	**432**
**% false positive**	** **	**90.98**		**0.00**	** **	**76.57**	** **	**8.47**	** **	**9.17**
**% identified**	** **	**38.30**	** **	**0.00**	** **	**49.31**	** **	**52.55**	** **	**71.06**

Bioinformatics tools were applied to determine differentially expressed transcripts or genes (FDR< = 0.05),”all” depicts all the differentially expressed transcripts or genes.

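The p-values of limma ranked the spike-ins above most other transcripts. The area under the ROC curve was 0.956 on average over the 12 comparisons, from 0.901 to 0.996. Its mean was 0.953 at day 0 and 0.958 at day 4. The curve sets the 47 spike-ins against all other transcripts of a comparison, so its area does not depend on a threshold. It moved most with a pseudocount of 1, to 0.933, and with transcripts of at least 1 FPKM on average, to 0.976.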

To measure the sensitivity and specificity in detecting differentially expressed IVT spike-in controls by the various methods we performed a ROC analysis (S5 Fig). ROC analysis was done by using different cut-off points of the p values, revealing that Cuffdiff (run with RefSeq+ annotation file) method performed better than Partek in detecting the differentially expressed spike-ins, with average (day 0 and day4) area under the curve (AUC) 0.9 for Cuffdiff and an average of 0.6 for Partek (S5 Fig). The ROC analysis was in disagreement with the FDR results, indicating a possible problem in Cuffdiff FDR calculation.

EBSeq, an empirical Bayesian approach, was also tested. For isoform level inference, EBSeq directly accommodates isoform expression estimation uncertainty by modeling the differential variability observed in distinct groups of isoforms. In this study, there were four types of mixes and therefore, 15 possible expression patterns. The IVT spike-ins should be determined as pattern 15: “1234”, since this depicts the situation of a different expression level in each of the mixes. A non-differentially expressed transcript is one which has pattern 1: “1111” i.e., the same level of expression in all the mixes. EBSeq was run on transcript raw counts (non-normalized) derived from RSEM and the number of transcripts that were not pattern 1 (Table 1) as well as those that were explicitly pattern 15 were counted. Although 88.3% of the IVT spike-ins were identified as pattern 15, in total, 1707 transcripts were not categorized as pattern 1, thus the false-positive discovery rate was extremely high 95.1%.

To determine if the differential expression detection of the IVT spike-ins was influenced by concentrations and/or fold differences, the maximum nominal value within a comparison was plotted against the FDR value (Fig 6). The plot shows Partek analysis and demonstrates that the spike-ins were more likely to be detected as differentially expressed if the maximum concentration was above 100 attomoles/μl. However, several transcripts did not follow this trend, such as AK089819 (loci: Irf4_plus) and AK030714 (loci: Pomc_plus).

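Comparisons of spike-ins between mixes 1, 2 and 3 were grouped by the higher of the nominal concentrations. Above 100 attomoles/μl, 29 of 109 comparisons (26.6%) were identified at day 0 and 95 of 109 (87.2%) at day 4. At 100 attomoles/μl or less, 1 of 32 (3.13%) was identified at day 0 and 16 of 32 (50.0%) at day 4. For a nominal difference of 10-fold above 100 attomoles/μl, 7 of 65 comparisons were identified at day 0 and 53 of 65 at day 4. For a difference of 100-fold, 22 of 44 and 42 of 44 were identified. At 100 attomoles/μl or less, 1 of 29 comparisons with a 10-fold difference was identified at day 0 and 15 of 29 at day 4, and of the 3 with a 100-fold difference 0 and 1. Above 100 attomoles/μl, the spike-ins of identified comparisons had a median GC content of 48% at day 0 and 50% at day 4, and those of the others 54% and 57.5%. The comparisons share spike-ins and libraries, so no test was made between these groups.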

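AK089819 of Irf4 was identified in 10 of the 12 comparisons, including all 6 of day 4. At day 0 the comparison of mixes 1 and 3 had a log2 fold change of 3.51 (standard error 0.36, adjusted p = 0.107) and that of mixes 2 and 3 one of -3.51 (standard error 0.36, adjusted p = 0.0890, limma with Benjamini-Hochberg adjustment). At 10000 attomoles/μl it was measured at 2887 and 1955 FPKM in the replicates of day 0 and at 3808 and 3148 FPKM in those of day 4, and at 0.519 ± 0.0191 and 0.294 ± 0.00778 FPKM in mix 4 (SD, n = 2). AK030714 of Pomc was identified in 3 comparisons, all of day 4 and all with mix 1. At 1000 attomoles/μl it was measured at 7.36 ± 5.87 FPKM at day 0 and 2.48 ± 0.576 FPKM at day 4 (SD, n = 2). At 100 attomoles/μl it was at 0.241 ± 0.299 and 0.0755 ± 0.0389 FPKM, and at 10 attomoles/μl it was listed at 0 in both replicates of day 0. With a pseudocount of 0.01 it was identified in 1 comparison. AK017492, which was added at a lower concentration to the same locus, was identified in 3 comparisons. Both were identified in 2 when the replicate was a block.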

The above assessment at the transcript level revealed that none of the tools were adequately accurate. The accuracy of the same data at the gene level was evaluated. The spike-ins in each locus were designed to have 10 fold increments in concentration between the mixes. Therefore, differential expression of the spike-in loci (gene level) was expected to be detected.

Analysis of differential expression among the mixes at the gene level, using DESeq2 (this tool does not support transcript analysis, Table 3), revealed that 68.9% of the comparisons of IVT spike-ins loci were identified as differentially expressed and the false discovery rate was close to the expected (observed 7.3%, expected 5%). In comparison, the Partek analysis at the gene level, detected 44.% of the IVT spike-ins loci contrasts between the mixes as differentially expressed, where 27.1% of the differentially expressed gene comparisons were false-positives.The Cuffdiff analysis categorized 55.2% of the spike-in loci comparisons as differentially expressed and 6.8% of the differentially expressed gene comparisons were false-positives. 

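On the gene level, the FPKM of the transcripts of each gene were summed and tested with limma in the same way. Of the 444 comparisons of the 37 spike-in loci, 283 (63.7%) were identified, and 13.2% of the differentially expressed genes were not spike-in loci. At day 0, 93 of 222 comparisons and 16 other genes were identified, and at day 4 190 of 222 and 27 other genes. With the replicate block the numbers were 113 and 16 at day 0 and 191 and 22 at day 4. The pseudocount of 0.01 lowered them most among the alternatives set in advance, to 85 spike-in loci at day 0 and 173 at day 4.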

Interestingly, the ability to detect differentially expressed genes was not changed when using Gencode versus RefSeq annotation for both Cuffdiff and DESeq2 whereas with Partek false positive detection increased (from 27.1% to 76.6%; Table 2 and Table 3). It should be noted that in all Cuffdiff analysis described, no spike-ins transcripts were detected as differentially expressed in day 0, yet at the gene level close to half of the spike-ins are identified as differentially expressed.

**Table 3:** Number of differentially expressed genes among the mixes, as identified using various bioinformatics tools using RefSeq+ annotation.

	Partek		Cuffdiff		DESeq2	
Description	all	spikes	all	spikes	all	spikes
mix 1 vs. mix 2- Day 0	33	11	26	26	28	27
mix 1 vs. mix 3- Day 0	33	9	17	17	27	26
mix 1 vs. mix 4- Day 0	37	16	13	13	22	21
mix 2 vs. mix 3- Day 0	9	8	20	20	29	28
mix 2 vs. mix 4- Day 0	17	14	14	14	20	19
mix 3 vs. mix 4- Day 0	12	9	13	13	21	20
mix 1 vs. mix 2- Day 4	22	22	32	30	35	32
mix 1 vs. mix 3- Day 4	22	22	34	30	36	33
mix 1 vs. mix 4- Day 4	26	26	25	18	29	26
mix 2 vs. mix 3- Day 4	15	15	31	30	33	30
mix 2 vs. mix 4- Day 4	25	25	18	17	26	23
mix 3 vs. mix 4- Day 4	22	22	20	17	24	21
**Sum**	**273**	**199**	**263**	**245**	**330**	**306**
**Expected**		**444**	** **	**444**	** **	**444**
**% false positive**		**27.11**	** **	**6.84**	** **	**7.27**
**% identified**	** **	**44.82**	** **	**55.18**	** **	**68.92**

Bioinformatics tools were applied to determine differentially expressed genes (FDR< = 0.05),”all” depicts all the differentially expressed genes.

### Building a Linear Regression Model to Explain Spike-ins Quantification Results

Linear regression models were used to explain the observed expression level of single spike-ins quantified by HTSeq and normalized by DESeq2. A comparison of a model designed with both basic explanatory attributes (expected spike-in concentration, sampling day and number of replicates) and spike-in attributes (%GC and length) to a model considering only the basic components, demonstrated a significant contribution of the spike-in attributes (F(6,254) = 18, p< = 0.00001). The final model included the main effect of the expected concentration (log scale), %GC, length (linear and centralized square) and the interaction %GC with all the other factors (Table 4). The final model's adjusted R^2^ square was 0.91 (CI: 0.89–0.92), whereas the model with only the basic attributes had a R^2^ of 0.87 (CI: 0.85–0.89) thus the effect size was minor (S6 Table). We then explored the dependence between expected and observed values using these final models (S6A Fig). In this figure, there are three %GC quantiles (0.25, 0.5, 0.75), and three quantiles for length (0.25, 0.5, 0.75). The intercept in these figures was dependent on the combination of %GC and length.

**Table 4:** Linear regression model using normalized DESeq2-HTSeq FPKM values for single loci spike-ins.

	Estimate	Std. Error	t value	p value
(Intercept)	-8.03	1.99	-4.03	0.00007
expected	1.69	0.15	11.05	0
day4	5.36	0.93	5.75	0
%GC	0.14	0.04	3.44	0.00069
length/1000	1.37	0.57	2.43	0.016
length_sq/1e+06	-2.39	0.68	-3.54	0.00048
expected:%GC	-0.02	0.00	-5.75	0
day4:%GC	-0.10	0.02	-5.23	0
%GC:(length/1000)	-0.03	0.01	-2.59	0.01009
%GC:(length_sq/1e+06)	0.05	0.01	3.68	0.00029

RMSE 1.0

Adjusted R-squared: 0.91

A similar analysis was performed for the observed quantification results of HTSeq normalized by CQN (S5A Table, S6B Fig). The CQN quantile normalization algorithm combines robust generalized regression to remove systematic bias. In our analysis, it was used to remove bias resulting from %GC and transcript length. The final CQN model achieved an R^2^ value of 0.90 (CI: 0.87–0.91), similar to the results of the DESeq2-HTSeq model.

The complete model that explains all the 47 spike-ins using the normalized RSEM FPKM values (Table 5) had, in addition to the attributes described above, the loci attributes. The R^2^ of the complete model was 0.94 (CI: 0.93–0.94), the R^2^ of the model without the loci attributes, was 0.92 (CI: 0.91–0.93). This R^2^ difference was significant (F (6, 547) = 23.36, p< = 0.00001), but the effect size was minor. The model with the basic attributes had an R^2^ of 0.85 (CI: 0.83–0.86). Therefore, we can see that the spike-ins attributes contribute more than the loci attributes to the model. 

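The 564 log2(FPKM + 0.01) values of the 47 spike-ins in 12 libraries were regressed on the log2 nominal concentration, day and replicate (the basic attributes), with backward elimination by AIC. The adjusted R2 was 0.831 with the basic attributes, 0.903 with GC content and length added and 0.925 with the loci attributes added as well. The gain was thus 0.0723 from GC content and length and 0.0223 from the loci attributes. The root mean square error of the complete model was 1.19 on the log2 scale and 0.824 on the natural log scale. A pseudocount of 0.001 moved the values most, to 0.797, 0.874 and 0.899. Since GC content and length are constant within a spike-in, they were permuted together over the 47 spike-ins. In 100000 permutations of this kind the gain in R2 (0.0732) was reached with p = 3.0e-05, one-sided.
In a model fitted to each day with GC content and length, each percent GC changed the log2 FPKM by -0.114 at day 0 and by -0.224 at day 4. In the complete model the term for the difference between the days was -0.110 per percent GC (standard error 0.0163, from observations that are not independent). The spike-ins furthest below the fit of the basic model were AK030714 (mean log2 ratio of observed to fitted -5.49), AK017581 (-3.67) and AK017492 (-2.83), all of Pomc, followed by AK019996 of Fezf2 (-2.53) and AK045706 of Jph3 (-1.78). Those furthest above it were AK037034 of Sema3b (2.47), AK044421 of Rorb (1.75), AK051106 of Xist (1.74), AK016454 of 4430402I18Rik (1.64) and AK054417 of D5Ertd577e (1.57). AK037034 was added at no more than 10 attomoles/μl and lay between 0 and 1.44 FPKM in the libraries without spike-ins. Its residuals had an SD of 3.11 over the libraries. Its place in this list may thus in part reflect signal present without the spike-in. Comparing the R2 of the 3 models, the paper concludes that the attributes of the spike-ins contribute more than those of the loci.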

Similar results were obtained with the CQN normalized RSEM values (S5 Table, S5 Fig).

**Table 5:** Linear regression model using normalized RSEM FPKM values for all spike-ins.

	Estimate	Std. Error	t value	p value
(Intercept)	-7.48	1.08	-6.91	0
replica2	-0.37	0.07	-5.32	0
expected	1.69	0.10	17.71	0
day4	5.19	0.56	9.36	0
%GC	0.11	0.02	5.30	0
length/1000	1.77	0.37	4.74	0
length_sq/1e+06	-2.08	0.41	-5.03	0
spiked_loci	0.26	0.12	2.13	0.03371
isoforms_loci	-1.92	0.45	-4.28	0.00002
expected:%GC	-0.02	0.00	-8.54	0
expected:(length/1000)	0.04	0.01	2.94	0.00341
expected:spiked_loci	-0.05	0.02	-2.81	0.00522
expected:isoforms_loci	-0.14	0.04	-3.79	0.00017
day4:%GC	-0.10	0.01	-8.97	0
%GC:(length/1000)	-0.04	0.01	-5.34	0
%GC:(length_sq/1e+06)	0.04	0.01	4.62	0
(length/1000):isoforms_loci	-7.48	1.08	-6.91	0

RMSE 0.82

Adjusted R-squared: 0.94

### Accuracy of Transcriptome Assembly

#### Transcriptome assembly using Cufflinks

Cufflinks [22, 24] was run, without supplying a reference annotation file, in order to evaluate the program's ability to properly assemble the spike-ins. Transcriptomes were separately assembled for each sample and merged to a master transcriptome using Cuffmerge. A total of 40,305 genes and 107,388 transcripts were assembled. All 47 spike-ins were built correctly (class code “=“); in addition, 150 transcripts corresponding to these spike-ins loci were built (class codes “j”, “o” and “x”, identified as a spike-in transcript by the name designated as “nearest_ref” or “old”) (Fig 7C). An example of an assembly of transcripts corresponding to loci 10 is shown in Fig 7A and 7B.

**Fig 7:**
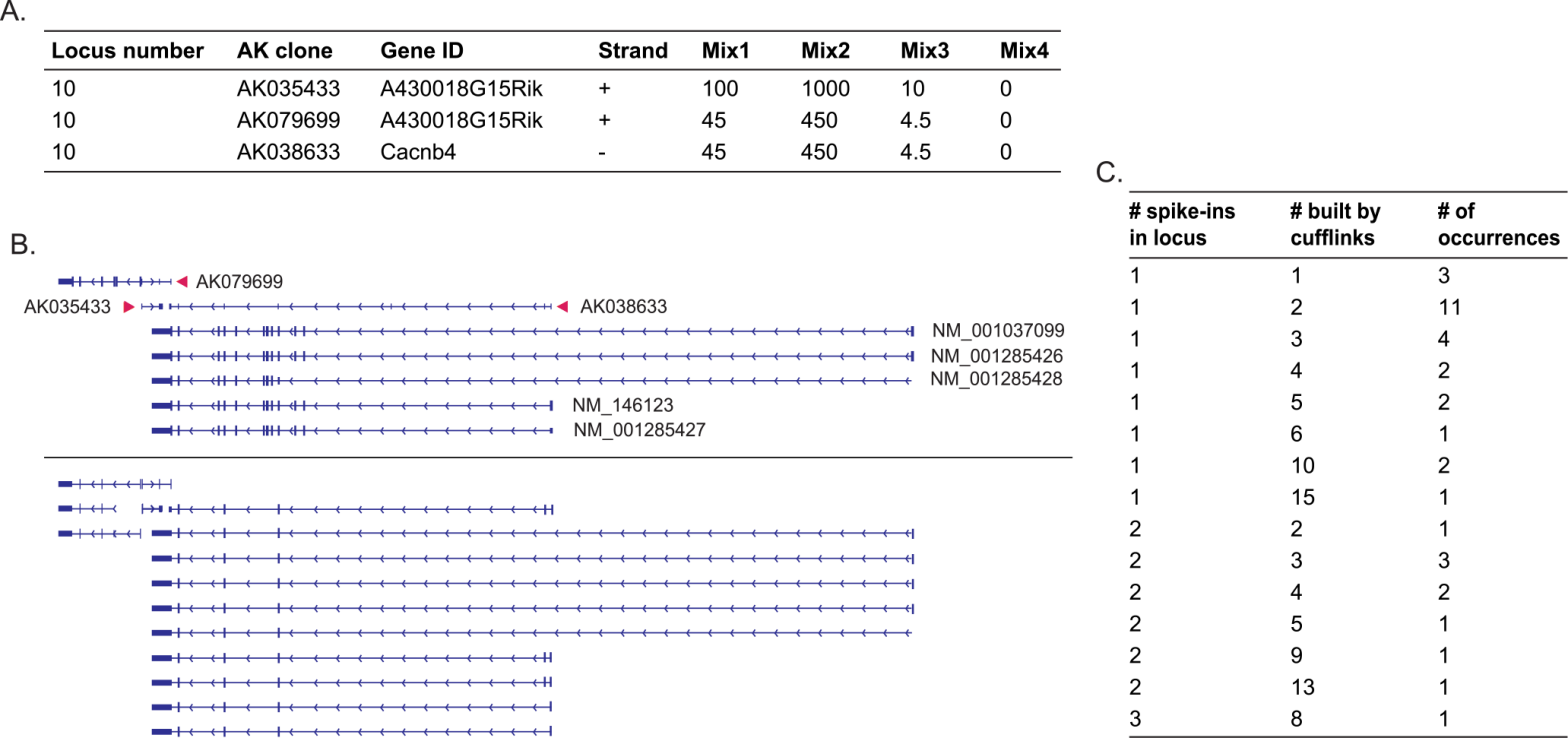
**Cufflinks assembly of transcripts**(A) Information regarding the spike-ins used for locus 10. The concentration of the spike-ins in each mix is shown (attomoles/μl). (B) The RefSeq+ and Cufflinks assembled transcripts structure within locus 10. (C) Table showing the number of transcripts spiked-in and the number of transcripts reported in the Cufflinks assembly output.

#### Transcriptome assembly using Trinity

Trinity was run using all the sample reads without a reference genome, to build *de-novo* transcripts. A total of 1,220,442 transcripts, belonging to 1,028,937 loci according to the tool definition, were built. The number of overlaps between the transcripts and 47spike-ins was checked. A total of 1056 transcripts displayed at least 90% overlap with at least 90% identity to 45 spike-ins genomic regions. There were 2 single loci spike-ins (not the ones with the lowest concentration), for which none of the Trinity built transcripts met the overlap requirement. To assess the built of the spike-ins, overlap between the spike-ins and the built transcripts was evaluated using Blat. Blat reciprocal overlaps of at least 90% of the sequence and at least 90% identity were found for 34 transcripts. In three additional cases the transcript built by Trinity included the spike-in totally but was approximately twice longer than the spike-in. All the additional 10 spike-ins were partially build, for one of them 35% of the sequence was built, for four of them between 50% and 70% and for five additional ones between 71% and 87% of the original length was built. All these built sequences had and identity of at least 97% to the spike-ins.

A general evaluation of the *de novo* transcriptomes was performed using Transrate. A transrate assembly score is calculated as the geometric mean of all contig scores multiplied by the proportion of input reads that provide positive support for the assembly. The transrate assembly scores were 0.2072 and 0.2069 when using RefSeq+ or Gencode+ annotations respectively.

## Conclusions

The goal of this study was to assess the ability of various bioinformatics tools to assemble, quantify and detect differentially expressed transcripts. The novelty of the presented approach, lay in the utilization of spike-ins of known concentration, from the same organism as the RNA sample, allowing for simultaneous analysis of the spike-in and all biological RNA-Seq transcripts. To date, there has been a lack of transcript level assessment studies that compared analysis tools. The reason for this is the lack of standard transcripts with known concentration, leading to an inability to grade the tool accuracy. This study was performed in samples from two biological developmental stages, testing the tool performance accuracy in different biological settings and evaluating sample bias. Although the experiment was designed with biological duplicates per developmental stage, it had sufficient power to detect the spike-ins fold changes of 10–100. We suggest this spike-ins approach, even though it is time consuming and costly as a dedicated way to evaluate the accuracy of bioinformatics tools, to learn their strength and weakness. Due to the extensive work involved in this tailored approach it is not suitable as a mainstream procedure.

Our results demonstrated variability in the ability of the different tools to properly quantify the mouse spike-in transcripts. We found that the program which does not attempt to remove sequence biases performed better (RSEM). The minimum concentration required to detect accurately a transcript with of 50 million reads per sample was 100 attomoles/μl. The minor isoforms-transcripts within the multiple spike-ins loci could be quantified properly. Furthermore, using linear regression models, we have found that GC content, length and the number of transcript-isoforms per loci had a small effect on the accuracy of RSEM quantification. The RNA background which is different between day 0 and day 4 samples, influenced the spike-ins quantification and differential expression results.

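The log2 ratio of day 4 to day 0 was computed for the 44 spike-ins with a mean of at least 1 FPKM, from their mean over mixes 1, 2 and 3. It lay between -2.36 and 2.16 with a median of 0.39. At day 4, 27 spike-ins were higher and 17 lower. From replicate 1 alone the median was 0.24, with 23 higher and 21 lower. From replicate 2 alone it was 0.75, with 34 higher and 10 lower. The ratio fell with GC content, with a Pearson correlation of -0.868 and a Spearman correlation of -0.928 (permutation tests, two-sided, both p = 1e-05, the smallest that 100000 permutations can give). The slope was -0.142 per percent GC. Without the 2 spike-ins furthest from the median GC content the Pearson correlation was -0.851. These are correlations across spike-ins, which are not independent replicates of the days.
In replicate 1 the correlation was -0.893 and in replicate 2 it was -0.674, with slopes of -0.160 and -0.0952. The log2 FPKM of 13837 other transcripts, relative to their mean over the 16 libraries, gave a slope with GC content for each library. The slopes lay between 0.109 and 0.120 in the 4 vials of day 0 replicate 1, and between -0.0212 and -0.0572 and between -0.0533 and -0.0780 in those of day 4 replicates 1 and 2. In day 0 replicate 2 they were 0.0903, 0.0557, -0.100 and -0.0791 in the vials of mixes 1, 2, 3 and 4, so that these splits of the same RNA differed by more than the means of the days did (0.191 against 0.106).

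**Figure D1:**
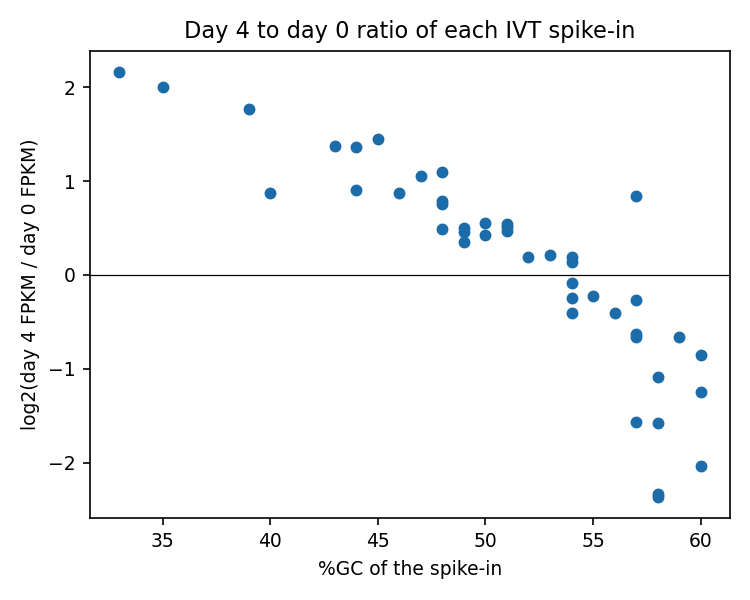
Log2 ratio of day 4 to day 0 of the spike-ins (y axis) against their GC content in percent (x axis), 1 point per spike-in for the mean over mixes 1, 2 and 3. The ratios run from 2.16 down to -2.36 as GC content rises.

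**Figure D2:**
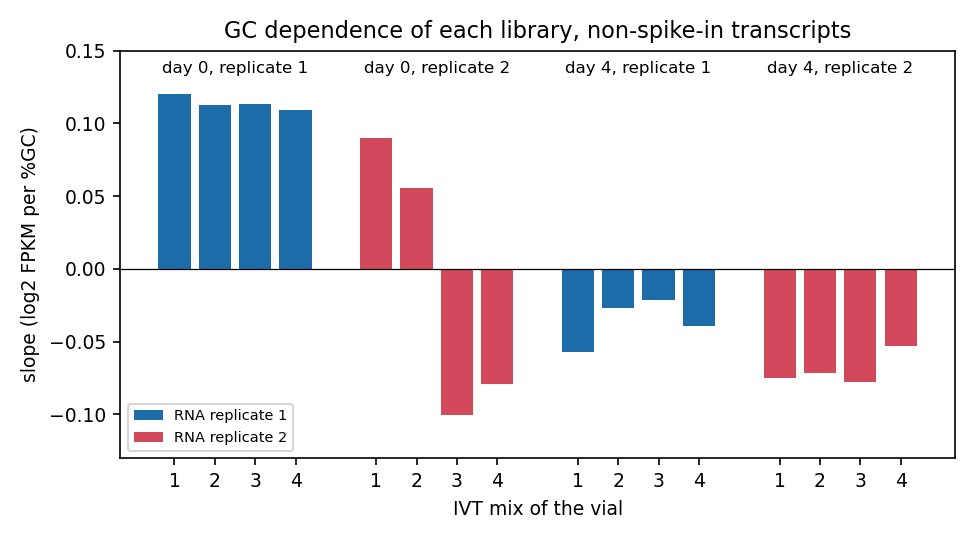
Slope of log2 FPKM with GC content (y axis, log2 per percent GC) over 13837 transcripts other than the spike-ins, 1 bar per library, for the 4 vials of each RNA sample (x axis). The vials of day 0 replicate 2 spread from 0.0903 to -0.100.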

We also found that detection of differential expression at the gene level was adequate when using DESeq2, yet on the transcript-isoform level, all tools tested for differential expression lacked accuracy and/or precision. This result is disappointing given the high fold changes (10–100) used for the spike-ins, while in many biological settings the fold changes are lower. Cuffdiff analysis permitting novel transcripts to be defined, revealed that the ability to determine accurately differentially expressed transcripts decreased as the number of defined transcripts increased. In addition when using a more extended annotation database than RefSeq (Gencode), the differential expression detection of transcripts was less accurate.

Cufflinks-mediated transcript *de novo* assembly with the mouse reference genome, assembled the spike-ins correctly. Yet, many variations to the spike-in transcript isoforms were also assembled. Trinity assembly produced a huge number of transcripts, more than one million, which may have resulted from the vast amount of sequence data used for the Trinity assembly.

To conclude, all the tools tested for identification of differentially expressed isoforms-transcripts and for de-novo assembly of RNA-Seq short reads, were found to be insufficient and required improvements. It is most likely that significant progress will be promoted by longer sequencing reads capabilities currently emerging in the field.

## Supporting Information

S1 Fig Relationship between ERCC rld normalized counts and their nominal concentration. (PDF) Click here for additional data file.

S2 Fig Scatter plot of DESeq2 normalized ratio between ERCC mix2 and ERCC mix 1 versus the expected ratio for day 4. (PDF) Click here for additional data file.

S3 Fig Scatter plots of mouse single locus spikes: expected vs observed concentrations. (PDF) Click here for additional data file.

S4 Fig Abundance estimation of spikes with multiple isoforms per locus, using various bioinformatics tools. (PDF) Click here for additional data file.

S5 Fig ROC analysis using p values and IVT spike-ins. (PDF) Click here for additional data file.

S6 Fig Final Linear Regression Model plots for single spike-ins. (PDF) Click here for additional data file.

S1 File Scotty output. (PDF) Click here for additional data file.

S2 File RNA-Seq power computation. (DOCX) Click here for additional data file.

S1 Table Design of spike-ins of loci with multiple transcripts. (DOCX) Click here for additional data file.

S2 Table Design of spike-ins with a single transcript per locus. (DOCX) Click here for additional data file.

S3 Table Description of samples. (DOCX) Click here for additional data file.

S4 Table Statistics of mapping results extracted from Partek. (DOCX) Click here for additional data file.

S5 Table Final Linear Regression Models using 47 spike-ins. (DOCX) Click here for additional data file.

S6 Table Confidence intervals for Linear Regression Models R^2^. (DOCX) Click here for additional data file.

## References

[1] HooperJE. A survey of software for genome-wide discovery of differential splicing in RNA-Seq data. Hum Genomics. 2014;8:3 10.1186/1479-7364-8-3 24447644PMC3903050

[2] EstivillX. Genetic variation and alternative splicing. Nat Biotechnol. 2015;33(4):357–9. 10.1038/nbt.3195 .25850059

[3] GabutM, Samavarchi-TehraniP, WangX, SlobodeniucV, O'HanlonD, SungHK, et al An alternative splicing switch regulates embryonic stem cell pluripotency and reprogramming. Cell. 2011;147(1):132–46. 10.1016/j.cell.2011.08.023 .21924763

[4] NilsenTW, GraveleyBR. Expansion of the eukaryotic proteome by alternative splicing. Nature. 2010;463(7280):457–63. 10.1038/nature08909 20110989PMC3443858

[5] SinghP, AlleyTL, WrightSM, KamdarS, SchottW, WilpanRY, et al Global changes in processing of mRNA 3' untranslated regions characterize clinically distinct cancer subtypes. Cancer Res. 2009;69(24):9422–30. 10.1158/0008-5472.CAN-09-2236 19934316PMC2794997

[6] PanQ, ShaiO, LeeLJ, FreyBJ, BlencoweBJ. Deep surveying of alternative splicing complexity in the human transcriptome by high-throughput sequencing. Nat Genet. 2008;40(12):1413–5. 10.1038/ng.259 .18978789

[7] AndersS, ReyesA, HuberW. Detecting differential usage of exons from RNA-seq data. Genome Res. 2012;22(10):2008–17. 10.1101/gr.133744.111 22722343PMC3460195

[8] LeeY, RioDC. Mechanisms and Regulation of Alternative Pre-mRNA Splicing. Annu Rev Biochem. 2015 10.1146/annurev-biochem-060614-034316 .25784052PMC4526142

[9] WangJ, YeZ, HuangTH, ShiH, JinV. A survey of computational methods in transcriptome-wide alternative splicing analysis. Biomol Concepts. 2015;6(1):59–66. 10.1515/bmc-2014-0040 .25719337PMC5203768

[10] FengH, QinZ, ZhangX. Opportunities and methods for studying alternative splicing in cancer with RNA-Seq. Cancer Lett. 2013;340(2):179–91. 10.1016/j.canlet.2012.11.010 .23196057

[11] RapaportF, KhaninR, LiangY, PirunM, KrekA, ZumboP, et al Comprehensive evaluation of differential gene expression analysis methods for RNA-seq data. Genome Biol. 2013;14(9):R95 10.1186/gb-2013-14-9-r95 .24020486PMC4054597

[12] ChandramohanR, WuPY, PhanJH, WangMD. Benchmarking RNA-Seq quantification tools. Conf Proc IEEE Eng Med Biol Soc. 2013;2013:647–50. 10.1109/EMBC.2013.6609583 .24109770PMC5003039

[13] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550 10.1186/PREACCEPT-8897612761307401 .25516281PMC4302049

[14] LiS, ŁabajPP, ZumboP, SykacekP, ShiW, ShiL, et al Detecting and correcting systematic variation in large-scale RNA sequencing data. Nat Biotechnol. 2014;32(9):888–95. 10.1038/nbt.3000 25150837PMC4160374

[15] KanitzA, GypasF, GruberAJ, GruberAR, MartinG, ZavolanM. Comparative assessment of methods for the computational inference of transcript isoform abundance from RNA-seq data. Genome Biol. 2015;16:150 10.1186/s13059-015-0702-5 26201343PMC4511015

[16] AngeliniC, De CanditiisD, De FeisI. Computational approaches for isoform detection and estimation: good and bad news. BMC Bioinformatics. 2014;15:135 10.1186/1471-2105-15-135 24885830PMC4098781

[17] SteijgerT, AbrilJF, EngströmPG, KokocinskiF, HubbardTJ, GuigóR, et al Assessment of transcript reconstruction methods for RNA-seq. Nat Methods. 2013;10(12):1177–84. 10.1038/nmeth.2714 24185837PMC3851240

[18] BakerSC, BauerSR, BeyerRP, BrentonJD, BromleyB, BurrillJ, et al The External RNA Controls Consortium: a progress report. Nat Methods. 2005;2(10):731–4. 10.1038/nmeth1005-731 .16179916

[19] RissoD, NgaiJ, SpeedTP, DudoitS. Normalization of RNA-seq data using factor analysis of control genes or samples. Nat Biotechnol. 2014;32(9):896–902. 10.1038/nbt.2931 .25150836PMC4404308

[20] ConsortiumSM-I. A comprehensive assessment of RNA-seq accuracy, reproducibility and information content by the Sequencing Quality Control Consortium. Nat Biotechnol. 2014;32(9):903–14. 10.1038/nbt.2957 .25150838PMC4321899

[21] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009;25(9):1105–11. 10.1093/bioinformatics/btp120 19289445PMC2672628

[22] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511–5. 10.1038/nbt.1621 20436464PMC3146043

[23] RobertsA, PimentelH, TrapnellC, PachterL. Identification of novel transcripts in annotated genomes using RNA-Seq. Bioinformatics. 2011;27(17):2325–9. 10.1093/bioinformatics/btr355 .21697122

[24] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012;7(3):562–78. 10.1038/nprot.2012.016 22383036PMC3334321

[25] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 2011;29(7):644–52. 10.1038/nbt.1883 21572440PMC3571712

[26] KentWJ. BLAT—the BLAST-like alignment tool. Genome Res. 2002;12(4):656–64. 10.1101/gr.229202 Article published online before March 2002. 11932250PMC187518

[27] Smith-Unna RD, Boursnell C, Patro R, Hibberd JM, Kelly S. TransRate: reference free quality assessment of de-novo transcriptome assemblies. bioRxiv doi:10.1101/0216262015.PMC497176627252236

[28] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841–2. 10.1093/bioinformatics/btq033 20110278PMC2832824

[29] AndersS, PylPT, HuberW. HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9. 10.1093/bioinformatics/btu638 .25260700PMC4287950

[30] TrapnellC, HendricksonDG, SauvageauM, GoffL, RinnJL, PachterL. Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol. 2013;31(1):46–53. 10.1038/nbt.2450 .23222703PMC3869392

[31] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[32] AndersS, McCarthyDJ, ChenY, OkoniewskiM, SmythGK, HuberW, et al Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. Nat Protoc. 2013;8(9):1765–86. 10.1038/nprot.2013.099 .23975260

[33] RobertsA, TrapnellC, DonagheyJ, RinnJL, PachterL. Improving RNA-Seq expression estimates by correcting for fragment bias. Genome Biol. 2011;12(3):R22 10.1186/gb-2011-12-3-r22 21410973PMC3129672

[34] LiB, DeweyCN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics. 2011;12:323 10.1186/1471-2105-12-323 21816040PMC3163565

[35] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[36] HansenKD, IrizarryRA, WuZ. Removing technical variability in RNA-seq data using conditional quantile normalization. Biostatistics. 2012;13(2):204–16. 10.1093/biostatistics/kxr054 22285995PMC3297825

[37] RobinX, TurckN, HainardA, TibertiN, LisacekF, SanchezJC, et al pROC: an open-source package for R and S+ to analyze and compare ROC curves. BMC Bioinformatics. 2011;12:77 10.1186/1471-2105-12-77 21414208PMC3068975

[38] BusbyMA, StewartC, MillerCA, GrzedaKR, MarthGT. Scotty: a web tool for designing RNA-Seq experiments to measure differential gene expression. Bioinformatics. 2013;29(5):656–7. 10.1093/bioinformatics/btt015 23314327PMC3582267

[39] HartSN, TherneauTM, ZhangY, PolandGA, KocherJP. Calculating sample size estimates for RNA sequencing data. J Comput Biol. 2013;20(12):970–8. 10.1089/cmb.2012.0283 23961961PMC3842884

[40] LengN, DawsonJA, ThomsonJA, RuottiV, RissmanAI, SmitsBM, et al EBSeq: an empirical Bayes hierarchical model for inference in RNA-seq experiments. Bioinformatics. 2013;29(8):1035–43. 10.1093/bioinformatics/btt087 23428641PMC3624807

[41] Ken K, Keke L. Package ‘MBESS’. 2012.

[42] XuJ, WangH, LiangT, CaiX, RaoX, HuangZ, et al Retinoic acid promotes neural conversion of mouse embryonic stem cells in adherent monoculture. Mol Biol Rep. 2012;39(2):789–95. 10.1007/s11033-011-0800-8 .21611753

[43] RobertsA, PachterL. Streaming fragment assignment for real-time analysis of sequencing experiments. Nat Methods. 2013;10(1):71–3. 10.1038/nmeth.2251 .23160280PMC3880119

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782

Fig. S2. Scatter plot of DESeq2 normalized ratio between ERCC mix2 and ERCC mix 1 versus the expected ratio for day 4

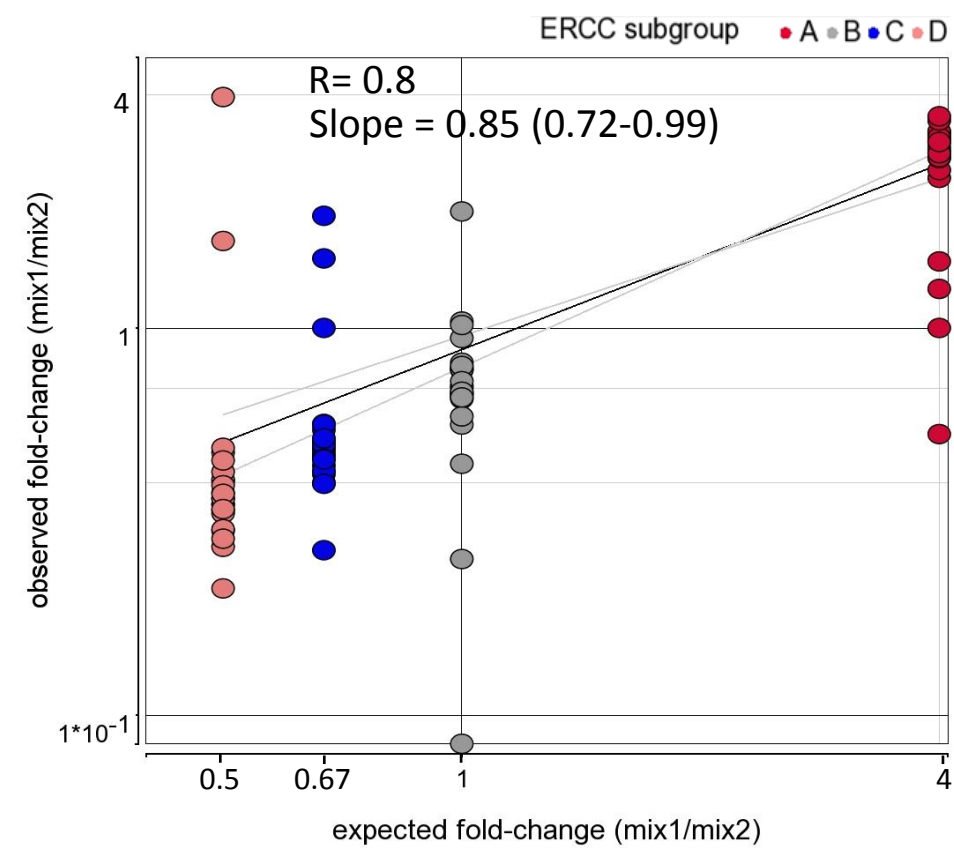

**Supplement:** S2 Fig

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S3 Fig

Fig. S3 Scatter plots of mouse single locus spikes:  
expected vs. observed concentrations

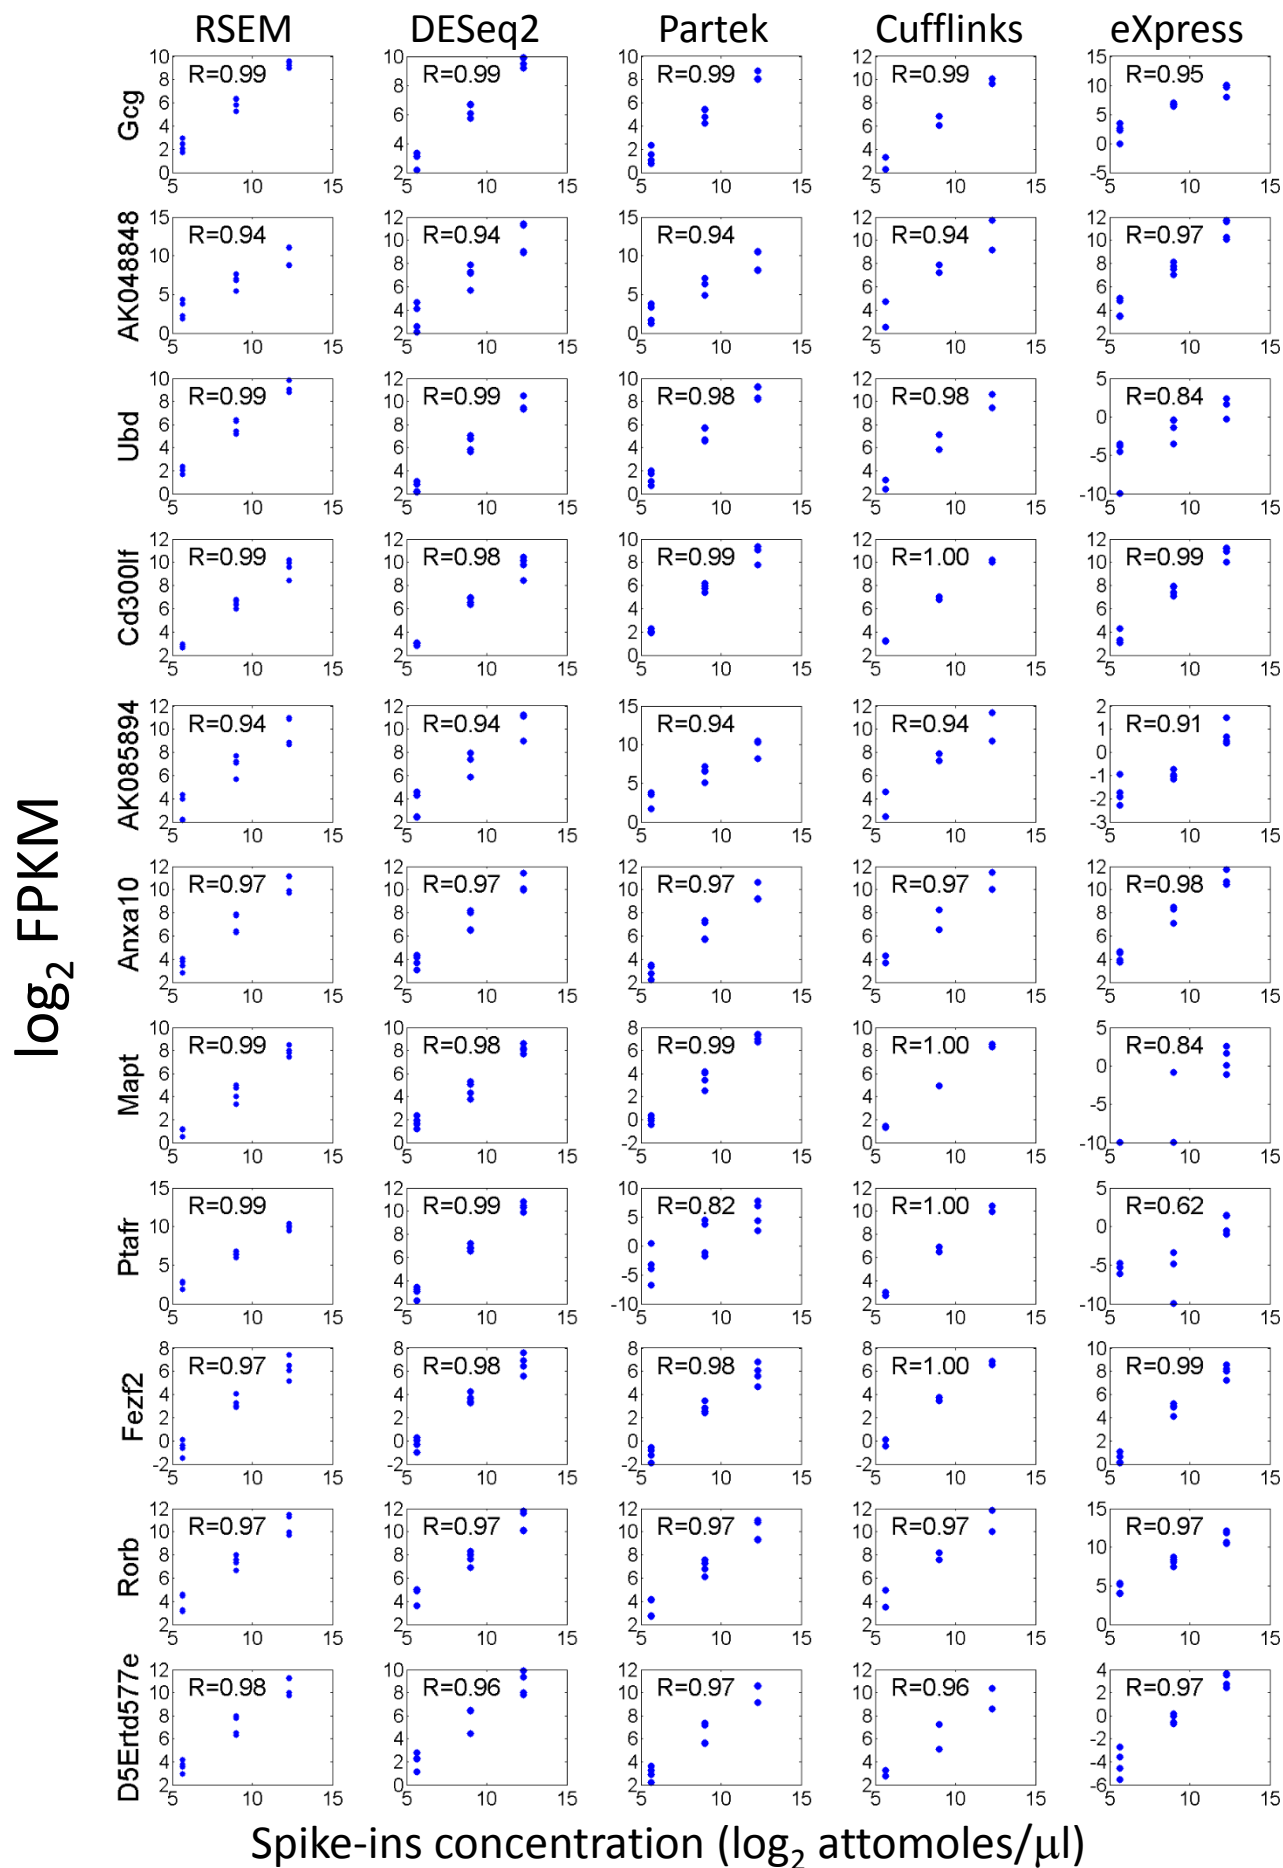

$\log_2$  FPKM

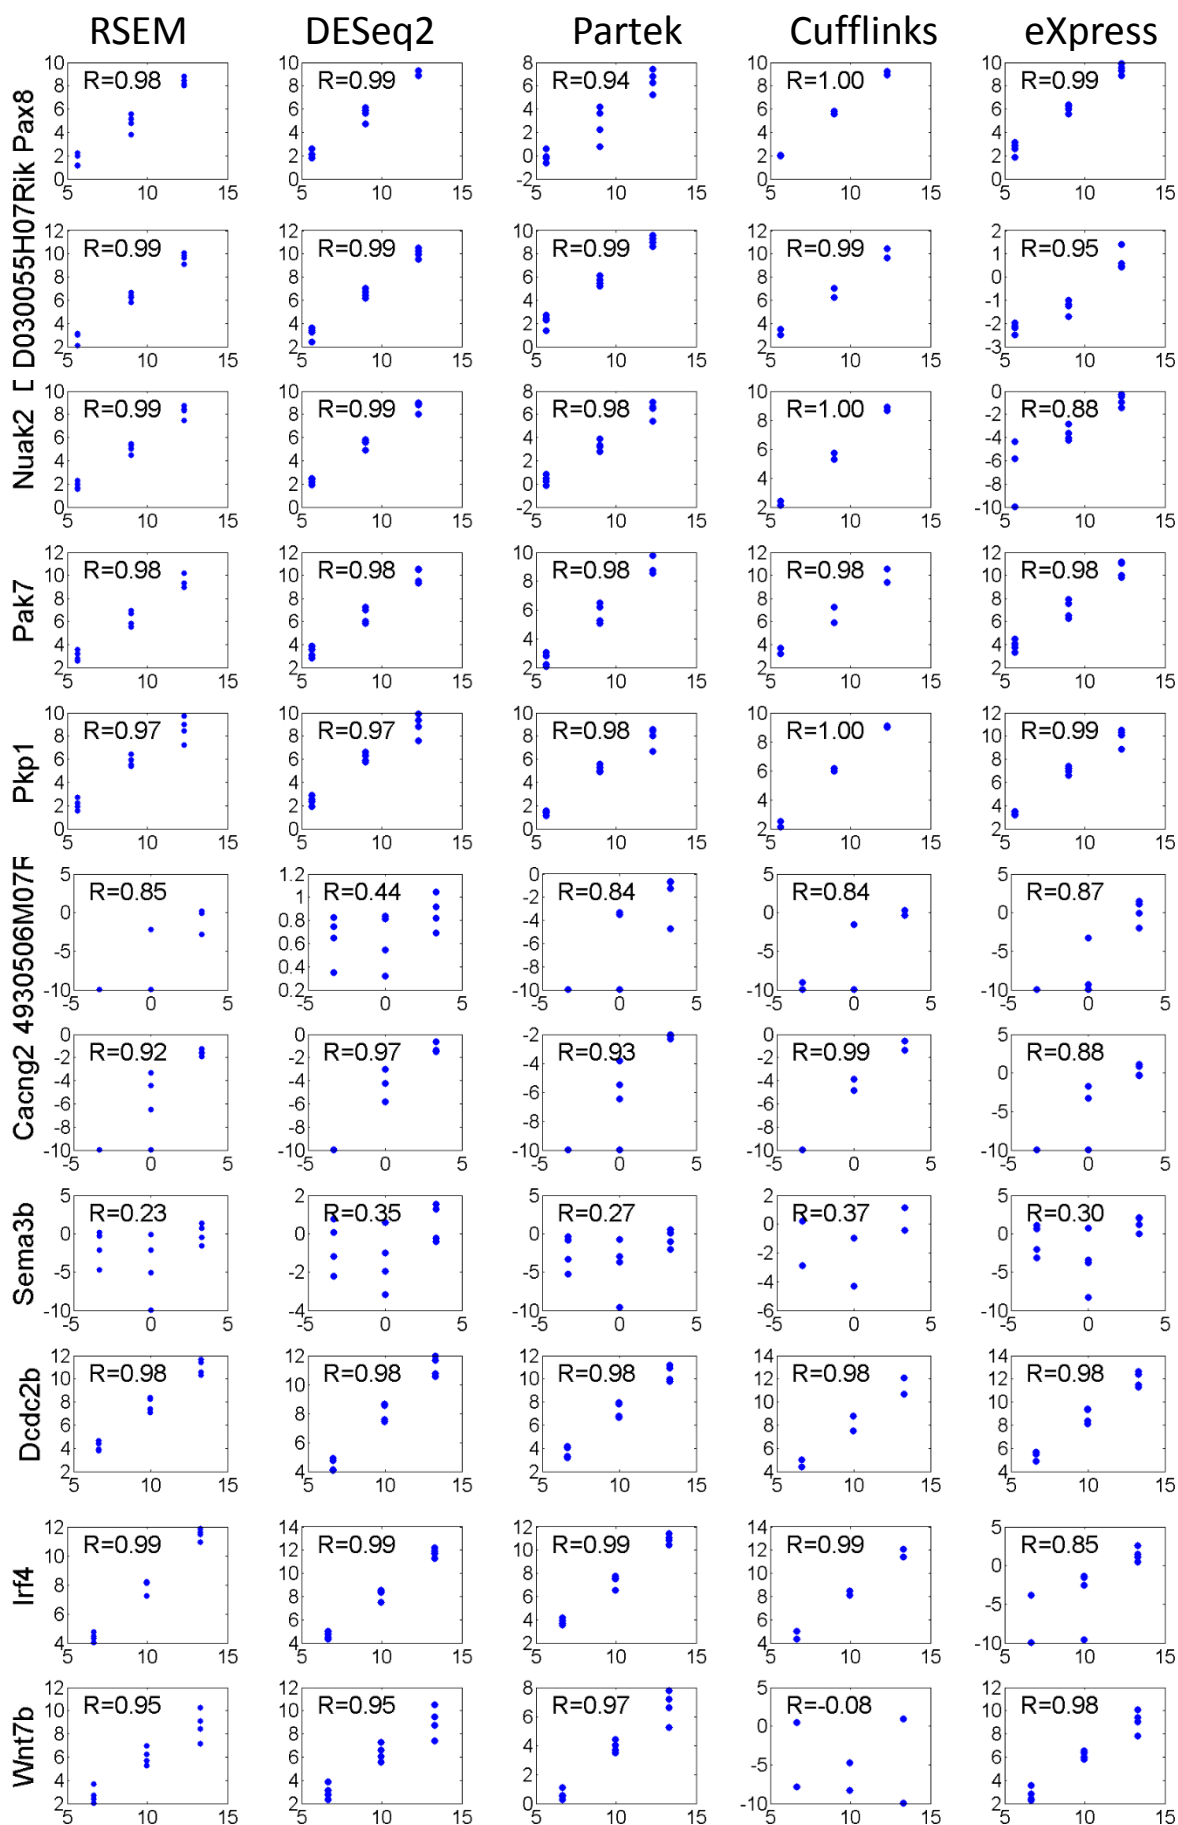

Spike-ins concentration ( $\log_2$  attomoles/ $\mu$ l)

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782

Fig S4. Abundance estimation of spikes with multiple isoforms per locus, using various bioinformatics tools

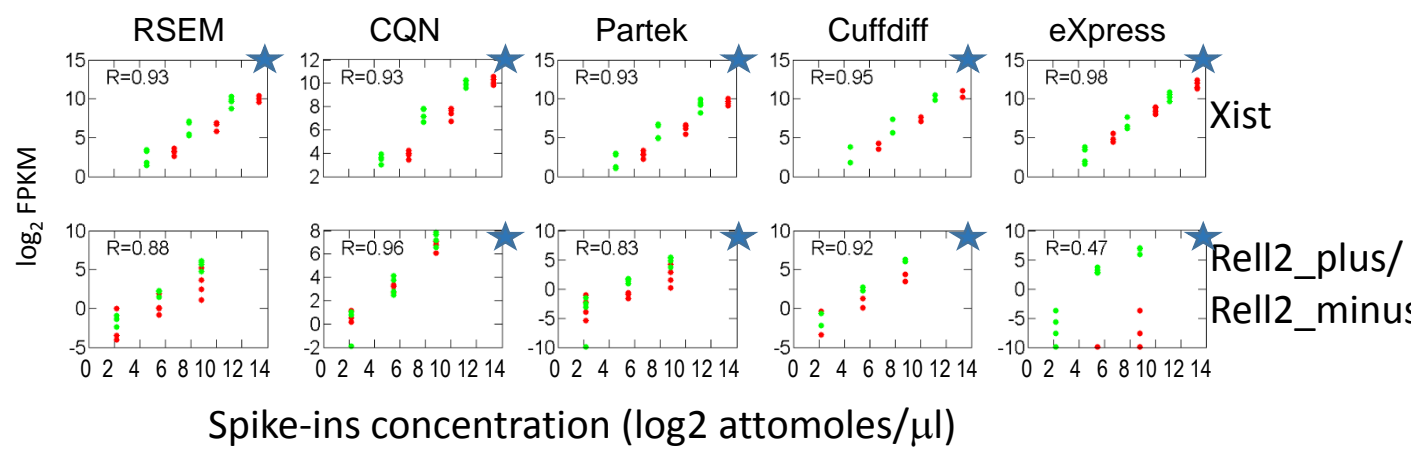

**Supplement:** S4 Fig

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782

Fig. S6. Final Linear Regression Model plots with single spike-ins

Plot A shows expected spike-in values versus DESeq2-HTSeq model observed values.

Plot B shows expected spike-in values versus CQN-HTSeq model observed values.

A.

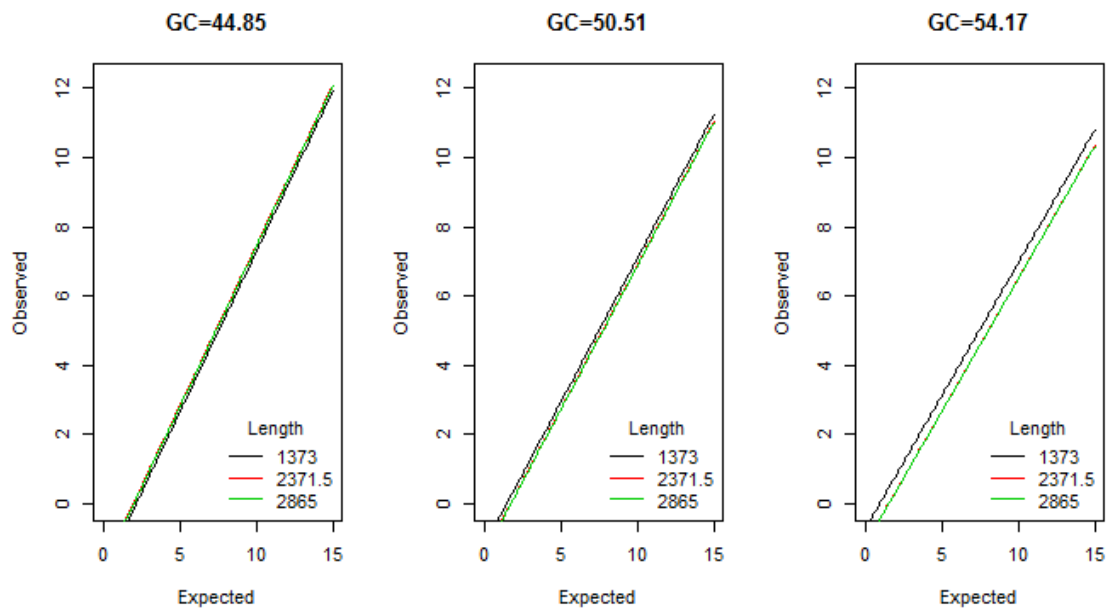

B.

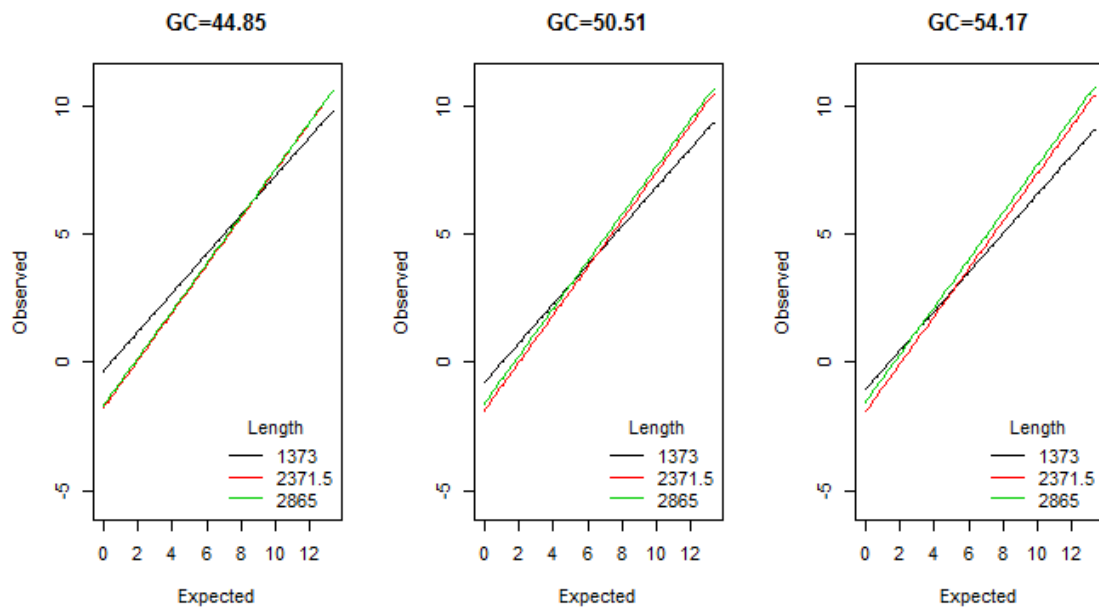

**Supplement:** S6 Fig

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S2 File

S2 File. RNA-Seq power computation

|  |  | Depth | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CV | Effect | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 | 13 | 14 | 15 | 16 | 17 | 18 | 19 | 20 | 100 | 1000 | 5000 |
| 0.5 | 10 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |
| 0.5 | 100 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |
| 0.75 | 10 | 3 | 3 | 3 | 3 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 | 2 |
| 0.75 | 100 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |
| 1 | 10 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 4 | 3 | 3 | 3 |
| 1 | 100 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |

RNASeqPower was run with alpha=0.05, power=0.8, the effect size selected was the incremental used in the experiment (10 and 100), CV values and depth selected are depicted in the table above. Using our replicate spike-in expression values (Partek rpkm), CV of 0.75 or lower contains 85% of our spike-ins within each sample type (which is a combination of day and mix type). From this table we can conclude that 2 replicates are sufficient in most cases.

Commands used:

n1<-ceiling(rnapower(depth=c(5:20,100,1000,5000),cv=.5,cv2=.5,effect=10,alpha=0.05,power=0.8))

n2<-ceiling(rnapower(depth=c(5:20,100,1000,5000),cv=.75,cv2=.75,effect=10,alpha=0.05,power=0.8))

n3<-ceiling(rnapower(depth=c(5:20,100,1000,5000),cv=1,cv2=1,effect=10,alpha=0.05,power=0.8))

nm<-rbind(n1,n2,n3)

dimnames(nm)<-list(as.character(c(0.5,0.75,1)),c(5:20,100,1000,5000))

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S1 Table

Table S1. Design of spike-ins of loci with multiple transcripts (mix concentrations are attomoles/μl)

| **spiked-in category** | **locus number** | **transcript accession** | **Forchheimer serial #** | **gene id** | **gene_id in our refseq gtf** | **gene_id in our gencode gtf** | **Vector type** | **Restriction** | **strand** | **Length** | **%GC** | **Mix1** | **Mix2** | **Mix3** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **locus analysis** | 1 | AK006256 | 1082 | Dnali1 | Dnali1_minus | Dnali1 | Bluescript | SacI | - | 973 | 57 | 10.0 | 100.0 | 1000.0 | attomoles/ul |
|  | 1 | AK077109 | 1083 | Dnali1 | Dnali1_minus | Dnali1 | l-FLC1 | BamHI | - | 2239 | 52 | 1.5 | 15.0 | 150.0 | 15% -second transcript |
|  | 2 | AK030714 | 1084 | Pomc | Pomc_plus | Pomc | l-FLC1 | BamHI | + | 1195 | 57 | 1000.0 | 10.0 | 100.0 |  |
|  | 2 | AK017581 | 1085 | Pomc | Pomc_plus | Pomc | l-FLC1 | BamHI | + | 1130 | 58 | 150.0 | 1.5 | 15.0 |  |
|  | 2 | AK017492 | 1086 | Pomc | Pomc_plus | Pomc | l-FLC1 | BamHI | + | 1160 | 58 | 150.0 | 1.5 | 15.0 |  |
|  | 3 | AK015340 | 1178 | C8b | C8b_plus | C8b | l-FLC1 | BamHI | + | 1214 | 49 | 100.0 | 1000.0 | 10.0 |  |
|  | 3 | AK050313 | 1177 | C8b | C8b_plus | C8b | l-FLC1 | BamHI | + | 2392 | 48 | 15.0 | 150.0 | 1.5 |  |
|  | 4 | AK044762 | 1168 | Rasa4 | Rasa4_plus | Rasa4 | l-FLC1 | BamHI | + | 2836 | 57 | 10.0 | 100.0 | 1000.0 | attomoles/ul |
|  | 4 | AK029206 | 1169 | Rasa4 | Rasa4_plus | Rasa4 | l-FLC1 | BamHI | + | 1623 | 54 | 3.0 | 30.0 | 300.0 | 30% -second transcript |
|  | 5 | AK008207 | 1170 | Acbd4 | Acbd4_plus | Acbd4 | Bluescript | SacI | + | 1233 | 58 | 1000.0 | 10.0 | 100.0 |  |
|  | 5 | AK079604 | 1172 | Acbd4 | Acbd4_plus | Acbd4 | l-FLC1 | BamHI | + | 2099 | 58 | 300.0 | 3.0 | 30.0 |  |
|  | 6 | AK079344 | 1181 | Fam83f | Fam83f_plus | Fam83f | l-FLC1 | BamHI | + | 2477 | 57 | 100.0 | 1000.0 | 10.0 |  |
|  | 6 | AK030342 | 1179 | Fam83f | Fam83f_plus | Fam83f | l-FLC1 | BamHI | + | 3125 | 57 | 30.0 | 300.0 | 3.0 |  |
|  | 6 | AK038037 | 1182 | A430088P11Rik | A430088P11Rik_minus | A430088P11Rik | l-FLC1 | ApaI | - | 3096 | 49 | 10.0 | 100.0 | 1000.0 |  |
|  | 7 | AK045632 | 1188 | Slc1a1 | Slc1a1_plus | Slc1a1 | l-FLC1 | BamHI | + | 1915 | 51 | 1000.0 | 100.0 | 10.0 |  |
|  | 7 | AK016454 | 1209 | 4430402I18Rik | AK016454_minus | 4430402I18Rik | l-FLC1 | BamHI | - | 1965 | 48 | 300.0 | 30.0 | 3.0 |  |
|  | 8 | AK044097 | 1183 | Rell2 | Rell2_plus | Rell2 | l-FLC1 | BamHI | + | 1867 | 60 | 4.5 | 45.0 | 450.0 | atomoles/ul |
|  | 8 | AK014510 | 1180 | Rell2 | Rell2_minus | Rell2 | l-FLC1 | BamHI | - | 1475 | 54 | 4.5 | 45.0 | 450.0 | 45% -second transcript |
|  | 9 | AK045706 | 1201 | Jph3 | Jph3_plus | Jph3 | l-FLC1 | BamHI | + | 3776 | 60 | 1000.0 | 10.0 | 100.0 |  |
|  | 9 | AK046136 | 1212 | Jph3 | Jph3_plus | Jph3 | i | BamHI | + | 3005 | 60 | 450.0 | 4.5 | 45.0 |  |
|  | 10 | AK035433 | 1213 | A430018G15Rik | A430018G15Rik_plus | A430018G15Rik | l-FLC1 | BamHI | + | 1467 | 39 | 100.0 | 1000.0 | 10.0 |  |
|  | 10 | AK079699 | 1223 | A430018G15Rik | A430018G15Rik_plus | A430018G15Rik | l-FLC1 | BamHI | + | 919 | 49 | 45.0 | 450.0 | 4.5 |  |
|  | 10 | AK038633 | 1222 | Cacnb4 | Cacnb4_minus | Cacnb4 | l-FLC1 | BamHI | - | 2477 | 46 | 45.0 | 450.0 | 4.5 |  |

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S2 Table

Table S2. Design of spike-ins with a single transcript per locus (mix concentrations are attomoles/μl)

| **spiked-in category** | locus number | transcript accession | Forchheimer serial # | gene id | gene_id in our gtf | gene_id in our gencode refseq | Vector type | Restriction | strand | Length | %GC | Mix1 | Mix2 | Mix3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **GC length analysis** | 12 | AK007911 | 756 | Gcg | Gcg_minus | Gcg | Bluescript | SacI | - | 923 | 48 | 50.0 | 500.0 | 5000.0 |
|  | 13 | AK048848 | 191 |  | AK048848_minus | AK048848 | l-FLC1 | BamHI | - | 975 | 33 | 5000.0 | 50.0 | 500.0 |
|  | 14 | AK008552 | 980 | Ubd | Ubd_plus | Ubd | Bluescript | SacI | + | 999 | 44 | 500.0 | 5000.0 | 50.0 |
|  | 15 | AK089313 | 1187 | Cd300lf | Cd300lf_minus | Cd300lf | l-FLC1 | DraII | - | 1212 | 53 | 50.0 | 500.0 | 5000.0 |
|  | 16 | AK085894 | 437 |  | AK085894_plus | AK085894 | l-FLC1 | BamHI | + | 1345 | 35 | 5000.0 | 50.0 | 500.0 |
|  | 17 | AK020288 | 1199 | Anxa10 | Anxa10_minus | Anxa10 | l-FLC1 | BamHI | - | 1373 | 43 | 500.0 | 5000.0 | 50.0 |
|  | 11 | AK039861 | 1166 | Xist | Xist_minus | Xist | l-FLC1 | ApaI | - | 1686 | 50 | 10682.4 | 106.8 | 1068.2 |
|  | 18 | AK078167 | 485 | Mapt | Mapt_plus | Mapt | l-FLC1 | DraII | + | 1715 | 54 | 5000.0 | 50.0 | 500.0 |
|  | 19 | AK032547 | 132 | Ptafr | Ptafr_plus | Ptafr | l-FLC1 | BamHI | + | 1810 | 51 | 500.0 | 5000.0 | 50.0 |
|  | 20 | AK019996 | 958 | Fezf2 | Fezf2_minus | Fezf2 | l-FLC1 | BamHI | - | 2210 | 56 | 50.0 | 500.0 | 5000.0 |
|  | 21 | AK044421 | 129 | Rorb | Rorb_minus | Rorb | l-FLC1 | KpnI | - | 2533 | 45 | 5000.0 | 50.0 | 500.0 |
|  | 22 | AK054417 | 1014 | D5Ertd577e | D5Ertd577e_plus | D5Ertd577e | l-FLC1 | BamHI | + | 2629 | 44 | 500.0 | 5000.0 | 50.0 |
|  | 24 | AK050717 | 480 | Pax8 | Pax8_minus | Pax8 | l-FLC1 | BamHI | - | 2685 | 54 | 5000.0 | 50.0 | 500.0 |
|  | 25 | AK051019 | 1225 | D030055H07Rik | D030055H07Rik_plus | D030055H07Rik | l-FLC1 | BamHI | + | 2865 | 50 | 500.0 | 5000.0 | 50.0 |
|  | 26 | AK033672 | 410 | Nuak2 | Nuak2_plus | Nuak2 | l-FLC1 | BamHI | + | 3246 | 54 | 50.0 | 500.0 | 5000.0 |
|  | 11 | AK051106 | 1167 | Xist | Xist_minus | Xist | l-FLC1 | ApaI | - | 3611 | 40 | 23.4 | 234.0 | 2340.3 |
|  | 27 | AK032593 | 169 | Pak7 | Pak7_minus | Pak7 | l-FLC1 | ApaI | - | 4126 | 47 | 500.0 | 5000.0 | 50.0 |
|  | 28 | AK036856 | 399 | Pkp1 | Pkp1_minus | Pkp1 | l-FLC1 | KpnI | - | 4178 | 55 | 50.0 | 500.0 | 5000.0 |
| **range** | 29 | AK015721 | 195 | 4930506M07Rik | 4930506M07Rik_minus | 4930506M07Rik | l-FLC1 | ApaI | - | 1425 | 50 | 0.1 | 1.0 | 10.0 |
|  | 30 | AK045362 | 1216 | Cacng2 | Cacng2_minus | Cacng2 | l-FLC1 | BamHI | - | 2579 | 55 | 1.0 | 10.0 | 0.1 |
|  | 31 | AK037034 | 246 | Sema3b | Sema3b_minus | Sema3b | l-FLC1 | ApaI | - | 3482 | 57 | 10.0 | 0.1 | 1.0 |
|  | 32 | AK086820 | 127 | Dcdc2b | Dcdc2b_minus | Dcdc2b | l-FLC1 | BamHI | - | 1480 | 48 | 10000.0 | 1000.0 | 100.0 |
|  | 33 | AK089819 | 981 | Irf4 | Irf4_plus | Irf4 | l-FLC1 | BamHI | + | 2626 | 51 | 100.0 | 10000.0 | 1000.0 |
|  | 34 | AK087499 | 641 | Wnt7b | Wnt7b_minus | Wnt7b | l-FLC1 | BamHI | - | 3551 | 59 | 1000.0 | 100.0 | 10000.0 |

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S3 Table

Table S3. Description of samples

| **RNA type** | **Replicate** | **ERCC mix** | **IVT Spike-ins mix** | **Supplied samples** |
| --- | --- | --- | --- | --- |
| Day 0 | 1 | 1 | mix1 | C |
| Day 0 | 1 | 2 | mix2 | D |
| Day 0 | 1 | 1 | mix3 | E |
| Day 0 | 1 | 2 | mix4 | F |
| Day 0 | 2 | 1 | mix1 | G |
| Day 0 | 2 | 2 | mix2 | H |
| Day 0 | 2 | 1 | mix3 | I |
| Day 0 | 2 | 2 | mix4 | J |
| Day 4 | 1 | 1 | mix1 | K |
| Day 4 | 1 | 2 | mix2 | L |
| Day 4 | 1 | 1 | mix3 | M |
| Day 4 | 1 | 2 | mix4 | O |
| Day 4 | 2 | 1 | mix1 | P |
| Day 4 | 2 | 2 | mix2 | Q |
| Day 4 | 2 | 1 | mix3 | R |
| Day 4 | 2 | 2 | mix4 | S |

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S4 Table

Table S4. Statistics of mapping results extracted from Partek

| Sample ID | Number of Alignments | RN type | Spikes mix | Total Number of Reads | Percentage of reads which fully overlap exon | Percentage of paired-end reads where one alignment fully overlaps an exonic region but not compatible with any transcript | Percentage of reads which partially overlap exon | Percentage of reads within an intron | Percentage of reads between genes | Total number of transcripts in the model | Percentage of transcripts with reads | Total reads with junctions | Reads with junctions that are compatible with a transcript |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| C2 | 100,247,863.0 | RAday0 | mix1 | 38,119,032.0 | 61.3 | 9.1 | 1.4 | 11.0 | 17.3 | 33,753.0 | 72.9 | 12,054,016.0 | 10,465,939.0 |
| D2 | 109,359,303.0 | RAday0 | mix2 | 41,606,362.0 | 61.8 | 8.7 | 1.4 | 11.0 | 17.1 | 33,753.0 | 73.3 | 13,310,082.0 | 11,639,026.0 |
| E2 | 108,181,972.0 | RAday0 | mix3 | 41,425,742.0 | 61.4 | 9.2 | 1.4 | 10.9 | 17.1 | 33,753.0 | 73.1 | 13,381,650.0 | 11,648,665.0 |
| F2 | 94,854,385.0 | RAday0 | mix4 | 36,198,461.0 | 61.4 | 8.4 | 1.4 | 11.1 | 17.6 | 33,753.0 | 72.7 | 11,505,273.0 | 10,125,031.0 |
| G2 | 102,445,511.0 | RAday0 | mix1 | 39,680,681.0 | 61.9 | 9.0 | 1.4 | 11.8 | 15.8 | 33,753.0 | 73.1 | 12,611,213.0 | 11,000,119.0 |
| H2 | 132,649,775.0 | RAday0 | mix2 | 51,640,047.0 | 62.5 | 8.0 | 1.4 | 12.8 | 15.4 | 33,753.0 | 73.9 | 15,975,767.0 | 14,083,577.0 |
| I2 | 129,273,982.0 | RAday0 | mix3 | 51,574,715.0 | 60.4 | 6.5 | 1.5 | 16.4 | 15.2 | 33,753.0 | 71.7 | 12,200,199.0 | 10,778,482.0 |
| J2 | 118,942,433.0 | RAday0 | mix4 | 47,239,502.0 | 60.4 | 6.3 | 1.5 | 16.5 | 15.4 | 33,753.0 | 71.7 | 11,738,017.0 | 10,437,020.0 |
| K2 | 105,374,769.0 | RAday4 | mix1 | 42,296,469.0 | 63.4 | 7.1 | 1.0 | 10.5 | 18.1 | 33,753.0 | 73.7 | 9,921,688.0 | 8,741,488.0 |
| L2 | 111,200,723.0 | RAday4 | mix2 | 43,816,118.0 | 64.3 | 7.2 | 1.1 | 10.0 | 17.5 | 33,753.0 | 74.7 | 11,893,670.0 | 10,467,322.0 |
| M2 | 121,390,508.0 | RAday4 | mix3 | 47,961,588.0 | 64.1 | 7.4 | 1.1 | 10.1 | 17.3 | 33,753.0 | 75.4 | 12,969,454.0 | 11,395,295.0 |
| O2 | 110,338,894.0 | RAday4 | mix4 | 43,722,618.0 | 63.8 | 6.9 | 1.0 | 10.3 | 17.9 | 33,753.0 | 74.4 | 11,621,609.0 | 10,295,848.0 |
| P2 | 97,249,350.0 | RAday4 | mix1 | 38,583,214.0 | 63.0 | 7.2 | 1.0 | 11.1 | 17.7 | 33,753.0 | 73.6 | 9,384,150.0 | 8,279,469.0 |
| Q2 | 90,174,358.0 | RAday4 | mix2 | 35,727,480.0 | 63.5 | 6.7 | 1.0 | 11.0 | 17.8 | 33,753.0 | 73.2 | 8,715,919.0 | 7,739,651.0 |
| R2 | 98,585,080.0 | RAday4 | mix3 | 39,025,046.0 | 63.1 | 6.7 | 1.0 | 11.3 | 17.9 | 33,753.0 | 73.2 | 9,196,333.0 | 8,121,305.0 |
| S2 | 101,755,854.0 | RAday4 | mix4 | 40,075,882.0 | 63.0 | 6.4 | 1.0 | 11.1 | 18.5 | 33,753.0 | 74.2 | 10,064,841.0 | 8,945,939.0 |

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S5 Table

Table 5. Final Additional Linear Regression Models

| 1. **Model using normalized CQN-HTSeq FPKM values for single spikes** | | | |  |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
|  | Estimate | Std. Error | t value | Pr(>\|t\|) |
| (Intercept) | 6.89 | 1.45 | 4.76 | 0 |
| expected | 0.76 | 0.06 | 13.87 | 0 |
| day4 | -0.40 | 0.34 | -1.21 | 0.22817 |
| %GC | -0.16 | 0.03 | -5.96 | 0 |
| length/1000 | -3.38 | 0.69 | -4.89 | 0 |
| length_sq/1e+06 | 1.10 | 0.23 | 4.88 | 0 |
| expected:day4 | 0.09 | 0.04 | 2.50 | 0.01303 |
| expected:(length/1000) | 0.07 | 0.02 | 3.30 | 0.00109 |
| %GC:(length/1000) | 0.06 | 0.01 | 4.93 | 0 |
| expected:(length_sq/1e+06) | -0.12 | 0.02 | -4.95 | 0 |
|  |  |  |  |  |
| RMSE 1.12 |  |  |  |  |
| Adjusted R-squared: 0.9 | | | | |

1. **Model using normalized CQN-RSEM FPKM values for all spikes**

|  | | Estimate | Std. Error | t value | Pr(>\|t\|) |  |
| --- | --- | --- | --- | --- | --- | --- |
| (Intercept) | | 3.00 | 1.11 | 2.69 | 0.73190 |  |
| expected | | 1.05 | 0.02 | 49.89 | 0 |  |
| day4 | | 0.03 | 0.18 | 0.16 | 0.87092 |  |
| %GC | | -0.17 | 0.02 | -7.83 | 0.00000 |  |
| length/1000 | | 0.93 | 0.06 | 15.99 | 0 |  |
| length_sq/1e+06 | | -0.95 | 0.48 | -1.97 | 0.04899 |  |
| spiked_loci | | -2.67 | 0.52 | -5.18 | 0.00000 |  |
| isoforms_loci | | -29.08 | 4.75 | -6.12 | 0.00000 |  |
| expected:day4 | | 0.07 | 0.02 | 3.06 | 0.00236 |  |
| expected:(length_sq/1e+06) | | -0.04 | 0.02 | -2.79 | 0.00545 |  |
| expected:isoforms_loci | | -0.14 | 0.05 | -2.94 | 0.00341 |  |
| %GC:(length_sq/1e+06) | | 0.03 | 0.01 | 3.25 | 0.00123 |  |
| %GC:spiked_loci | | 0.07 | 0.01 | 6.51 | 0.00000 |  |
| %GC:isoforms_loci | | 0.47 | 0.09 | 5.36 | 0.00000 |  |
| (length/1000):isoforms_loci | | 3.30 | 0.33 | 10.03 | 0 |  |
| (length_sq/1e+06):spiked_loci | | -0.40 | 0.11 | -3.78 | 0.00017 |  |
| (length_sq/1e+06):isoforms_loci | | -4.00 | 0.68 | -5.91 | 0.00000 |  |
| RMSE 0.95 |  |  |  |  |  |  |
| Adjusted R-squared: 0.94 | | | | | | |

# Supplementary material for: Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools
**Source:** PLoS One. 2016 Apr 21;11(4):e0153782. doi: 10.1371/journal.pone.0153782
**Supplement:** S6 Table

Table S6. Confidence intervals for Linear Regression Models R^2^

|  | Model | 95% Lower Conf. Limit for R2 adj | 95% Upper Conf. Limit for R2 adj | R^2^ adj. |
| --- | --- | --- | --- | --- |
| 1 | Table 3A HTSeq-DESeq single spikes full | 0.89 | 0.92 | 0.91 |
| 2 | HTSeq-DESeq single spikes basic | 0.85 | 0.89 | 0.87 |
| 3 | Table 3B HTSeq-CQN single spikes full | 0.87 | 0.91 | 0.90 |
| 4 | HTSeq-CQN single spikes basic | 0.83 | 0.88 | 0.86 |
| 5 | Table S5A RSEM all spikes full | 0.93 | 0.94 | 0.94 |
| 6 | Table S5A RSEM all spikes basic | 0.83 | 0.86 | 0.85 |
| 7 | Table S5B RSEM all spikes basic and spike-ins attributes | 0.91 | 0.93 | 0.92 |
| 8 | Table S5B RSEM-CQN all spikes full | 0.93 | 0.95 | 0.94 |
| 9 | Table S5B RSEM-CQN all spikes basic | 0.83 | 0.87 | 0.85 |
| 10 | Table S5B RSEM-CQN all spikes basic and spike-ins attributes | 0.91 | 0.93 | 0.92 |

How the deposited data were processed for this re-analysis (not part of the article)

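Total RNA of EBs made from R1 mouse ES cells was taken at day 0 and at day 4 of RA treatment, in 2 biological replicates, and each of the 4 RNA samples was divided into 4 vials. The vials received IVT mix 1, 2 or 3 or no IVT spike-in (mix 4), which gave 16 libraries. According to the paper's supplementary tables, mixes 1 and 3 were paired with ERCC mix 1 and mixes 2 and 4 with ERCC mix 2, so the IVT mix and the ERCC mix change together.

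The authors mapped the reads with bowtie2 to RefSeq transcripts of mm10 together with the spike-in transcripts, estimated isoform abundance with RSEM and deposited the FPKM of each transcript, scaled with a TMM factor per library. In each library all values (100%) were whole steps of 0.01 FPKM times that factor, as the RSEM output is rounded to 0.01. The number of fragments per transcript is not in the table and was not used here, so no counting error, interval or limit of detection is given for single values. The 16 libraries had 35727480 to 51640047 reads in S4 Table. All 16 columns (0 without a sample) were assigned by the sample titles. Spike-in names, GC content, length and nominal concentrations come from the paper's S1 and S2 Tables. Of the 33702 RefSeq transcripts, 96.1% were matched to a gene symbol and 95.0% to the GC content of a transcript sequence of the GENCODE annotation of GRCm38. The ERCC spike-ins, the quantification by other tools and the assemblies were not analysed here.

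The values were processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and with R 4.3.3 and limma 3.58.1. Comparisons between mixes used log2(FPKM + 0.1), lmFit and eBayes with a trend, 8 libraries of a day per fit, and Benjamini-Hochberg adjustment within each of the 6 comparisons of a day, with an adjusted p of at most 0.05. The authors used an ANOVA in Partek with this offset on RPKM. On the gene level FPKM were summed over the transcripts of a gene, which gave 25075 genes with 37 spike-in loci. The transcript 1700047L14Rik was left out of both groups, as in the paper. Day 4 was compared with day 0 on the mean of the 4 vials of each RNA sample, 2 against 2, on the same scale. Correlations and regressions used log2(FPKM + 0.01). The regression followed the paper's methods, with backward elimination by AIC in R. Its number of isoforms per locus was counted from the table, since the paper's own counts are not listed. Permutation tests used 100000 permutations, or all arrangements where the test is called exact.

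The vials with the same replicate number are splits of the same RNA according to the paper, so the numbers pair the libraries of a day. The differences between replicate 1 and 2 were correlated between the mixes with r from 0.427 to 0.919 at day 0 and from 0.0473 to 0.519 at day 4, over 13819 and 13071 transcripts. Between the days, whose replicates come from the same repeat of the procedure, r was 0.581 over 14095 transcripts. The fits without and with the replicate as a block were both set before the data were examined, the first as the main one because the paper names no replicate term.

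The limma fits were tested on simulated data with 200 changed transcripts. Without a replicate effect, 97.5% were recovered with 2.01% false calls over 25814 transcripts, and 95.0% with 0.524% when the block was added. With a replicate effect, 91.5% were recovered with 1.61% false calls over 25824 transcripts, and 94.0% with 1.05% when the block was added. The simulated values were drawn around the day 4 means, with a log2 fold change of 3.32 and no GC content dependence. Transcripts of low mean FPKM were not among the changed ones. These rates therefore do not carry over to the day 0 libraries or to spike-ins near 0. The GC correction lowered a simulated slope of 0.15 to 0.00766 over 13837 transcripts. The regression returned -0.105 for a simulated term of -0.1 over 564 observations.

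Apart from the main values, the results were computed with other pseudocounts, filters on low values, variance models, scaling, a replicate block and each replicate left out, all chosen in advance. After the data were examined, 5 further settings were added: FPKM corrected for GC content, the same with the replicate block, FPKM with the TMM factor removed, library weights with the replicate block, and, for the minor isoforms, only libraries with both spike-ins above 0. The GC correction divides the FPKM of each library by its deviation from the mean over the libraries at that GC content, taken as medians in 20 bins over 13837 transcripts other than the spike-ins with a mean of at least 1 FPKM. It can also remove differences between the days that are biological and linked to GC content. The correlation of the mix 4 replicates at the gene level, with its alternatives, and the test of the difference between the days in the change between mixes, with its replicate block, were also added after the data were examined. In all, 28 settings were used over 73 results.

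The transcripts given by name follow a rule set in advance: those the paper names, the 5 spike-ins furthest above and the 5 furthest below the basic regression, spike-ins never called, the 5 other transcripts called most often (with ties), and 22 markers. Of the markers, 7 are of undifferentiated cells and 15 of RA response or neural cells. Some single values of the markers are not reported here.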

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

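The comparison of the endogenous transcripts between the days, its markers and its alternatives other than those with GC-corrected FPKM were set in advance, and all other tests in this part were chosen only after the results were seen.

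The change between mixes differed between the days in transcripts other than the spike-ins. In a limma model of all 16 libraries with a term for this difference, 54 comparisons of 23 such transcripts had an adjusted p of at most 0.05, over 6 comparisons with 28261 transcripts each. At an unadjusted p of at most 0.05 there were 3783. Of the spike-ins, 0 passed (41 at an unadjusted p of at most 0.05). With the RNA replicate within each day as a block, chosen after seeing the data, 26 comparisons of 11 other transcripts (6535 at an unadjusted p of at most 0.05) and 2 of spike-ins (47) passed, and 10 of these 11 transcripts were among the 23. The number thus depends on the replicate term. Reads of spike-ins that were assigned to other transcripts of the same gene do not account for most of them, since 2 of the 54 belong to genes of spike-ins, and 0 of the 26 with the block. These transcripts had a median mean of 0.0265 FPKM, below the pseudocount of 0.1, where single fragments decide a value. The number of fragments is unknown, so this was not tested. The days differ in RA treatment, but the mixes were added to total RNA after its extraction, in vials split from the same RNA. By this design the mixes could not act on the cells. Which technical difference lies behind these transcripts was not tested.

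The transcript 1700047L14Rik (NR_040691), which the paper left out, had a median of 1440 FPKM in mix 3, far above the libraries without spike-ins. Its medians in mixes 1 and 2 were 8.95 and 133 FPKM. Endogenous expression does not account for this, since the highest value in mix 4 was 0.084 FPKM at either day. The rise over the mixes was present in both replicates of both days. The concentrations that were added are not given in the paper, so the values cannot be set against nominal ones. The mixes are the only factor of the design that separates these values, and no biological explanation was tested.

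The paper does not report a comparison of the endogenous transcripts between the days. Of 28214 transcripts, 3897 differed between day 4 and day 0 (limma on 2 RNA samples against 2, Benjamini-Hochberg adjusted p of at most 0.05). Of these, 2439 were higher and 1458 lower at day 4, so that 62.6% were higher. The higher ones had a median GC content of 46.6% and the lower ones 50.2%, and the Spearman correlation of the log2 fold change with GC content was -0.396 across transcripts, which are not independent replicates. A GC content dependence that differs between libraries is not the whole cause of these differences. With FPKM corrected for it and the replicate block, 9928 of 27150 transcripts differed, of which 52.7% were higher. That correction took the correlation with GC content to -0.0545, as it was built to. The share of higher transcripts was 53.8% with the correction alone and 55.8% with the replicate block alone. With all 16 libraries and the RNA sample as a random block it was 50.4%, also without the correction. The fall in this share can therefore not be tied to GC content. The RA treatment stays open as a biological cause for most of these differences, together with technical differences between the days that the design does not separate.

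Of the 22 markers, 13 differed between the days, and 17 when adjusted over the list alone. Each marker was measured by a single transcript of its gene, the one with the highest mean FPKM, and not by the sum over the gene. Other transcripts of a marker gene may therefore behave differently. The transcript used for Pax6 lay near the pseudocount of 0.1 FPKM at both days. All 7 markers of undifferentiated cells were lower at day 4, 4 of them with an adjusted p of at most 0.05 (6 when adjusted over the list alone). These were Tdgf1 (log2 fold change -6.74, adjusted p = 0.0217), Fgf4 (-4.20, 0.0217), Nanog (-2.61, 0.0279) and Zfp42 (-2.37, 0.0366). Pou5f1 (-6.75, 0.0570), Esrrb (-2.03, 0.0992) and Klf4 (-0.53, 0.334) did not pass. Adjusted p with the replicate block was 0.0335 for Pou5f1 and 0.0465 for Esrrb. Over all alternatives it ranged from 0.000211 to 0.0831 for Pou5f1, from 0.00291 to 0.107 for Esrrb and from 0.0382 to 0.872 for Klf4. The log2 fold change of Klf4 was 0.066 with GC-corrected FPKM (limma, adjusted p = 0.872). Of the 15 RA or neural markers, 11 were higher, 8 of them past the threshold. Among these were Rarb (9.31, adjusted p = 0.0217), Hoxa5 (7.56, 0.0217), Meis1 (6.78, 0.0217), Meis2 (5.84, 0.0217), Hoxb4 (3.41, 0.0217) and Hoxb2 (2.56, 0.0217), and Stra6, listed at 0 in both RNA samples of day 0 and at 0.716 and 0.383 FPKM at day 4 (adjusted p = 0.0479). Over all alternatives the adjusted p of Stra6 ranged from 0.00109 to 0.0718. Crabp2 (0.86, 0.136) and Hoxb1 (0.02, 0.974) were higher but not past it. For Crabp2 it ranged from 0.00534 with all 16 libraries and the RNA sample as a random block to 0.143, and was 0.0125 with GC-corrected FPKM and 0.0144 with the replicate block as well. Cyp26a1 was lower (-2.50, 0.0217), as were Tubb3 (-3.56, 0.0531), Pax6 (-0.25, 0.616) and Nes (-0.10, 0.702, and 0.0364 to 0.746 over all alternatives). Tubb3 had an adjusted p of 0.0351 with the replicate block, within 1.16e-05 to 0.0784 over all alternatives.

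Pou5f1, whose transcript has 57.6% GC, was between 83.1 and 94.4 FPKM in the 4 vials of day 0 replicate 1. In those of day 0 replicate 2 it was at 68.5, 34.6, 1.56 and 2.77 FPKM with mixes 1, 2, 3 and 4. The splits of this RNA thus differ in Pou5f1 by more than 10 times, although the cells are the same, and its fold change may in part follow the GC content dependence of the libraries (-5.86 with GC-corrected FPKM). A simple rule by GC content does not cover all markers: Hoxb2 and Hoxb4, with 55.7% and 55.1% GC, were higher at day 4.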

How the results depend on the processing

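The settings with GC-corrected FPKM, with the TMM factor removed and with library weights, the minor isoforms in libraries with both spike-ins above 0, the replicate block in the difference between the days, and the gene-level replicate correlation with all its alternatives, were chosen after seeing the data, and the others before. The values concern 28 settings over 73 results. Among the main results, 77 values under settings chosen in advance and 29 under added ones stayed within the spread between replicates or within 1.5 times a number. The cause of the changes below was not tested except where a setting's construction names it. The alternatives planned for ERCC spike-ins were not run, because the table lists 0 ERCC transcripts. Leaving out a replicate leaves 1 library per mix and day, so the numbers of differentially expressed transcripts have no such value. The number of fragments behind each FPKM is unknown, which limits every value near 0.

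For comparisons between mixes at the transcript level, the main numbers were 99 spike-ins and 46 other transcripts at day 0 and 217 and 175 at day 4. When only the 4 libraries compared were fitted, which leaves fewer libraries to estimate the spread, they were 0 (233 at an unadjusted p of at most 0.05) and 0 (4006) at day 0 and 19 and 1 at day 4. With GC-corrected FPKM 191 spike-ins were found at day 0. The replicate block with GC-corrected FPKM gave 172 spike-ins and 29 other transcripts at day 0 and 93 other transcripts at day 4. The replicate block alone gave 21 other transcripts at day 0 and 91 at day 4, and with library weights as well 24 and 96. With a mean of at least 1 FPKM, which tests fewer transcripts, there were 11 and 50. Unmoderated variances gave 202 and 375. A pseudocount of 0.01 gave 27 other transcripts at day 0 and eBayes without a trend 28. The number of spike-ins at day 4 stayed between 174 and 223 under all settings but the fit of 4 libraries. At the gene level the day 0 spike-in loci rose from 93 to 180 with GC-corrected FPKM and to 177 with the replicate block as well, which also lowered the other genes of day 4 from 27 to 13. The replicate block took the transcripts of Ncald and Yipf1 from 4 comparisons to 0 (4 each at an unadjusted p of at most 0.05) and, of the spike-ins, AK045362 from 1 to 0 (6), AK044097 from 2 to 0 (8), AK006256 from 4 to 2 and AK079604 from 0 to 2. For the other spike-ins and the other transcripts given by name, the number of comparisons moved by at most 1.5 times. In the difference between the days in the change between mixes, the block took the other transcripts from 54 to 26 comparisons and the spike-ins from 0 (41 at an unadjusted p of at most 0.05) to 2. Apart from these, it moved no other number of differentially expressed transcripts or genes, summed over the comparisons of a day, by more than 1.5 times. Single comparisons moved more, such as mixes 1 and 2 at day 0, where the spike-ins went from 9 to 5 and the spike-in loci from 9 to 18. Also, among the markers it changed no call but those of Pou5f1, Esrrb and Tubb3.

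Among the fold changes between mixes, the median deviation from nominal ranged from 0.34 to 0.60 at day 0 and from 0.32 to 0.36 at day 4 over the fits that each left out a replicate. The Spearman correlation with nominal concentration was 0.838 when limited to multi-spike-ins loci.

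The correlation of the mix 4 replicates depended on the scale. With untransformed FPKM it was 0.672 at day 0 and 0.998 at day 4 for transcripts and 0.678 and 0.998 for genes. Limited to transcripts above 0 it was 0.801 and 0.927, and for genes 0.912 and 0.978. With log2(FPKM+1) it was 0.992 for transcripts at day 4 and 0.928 and 0.998 for genes at days 0 and 4. With log2(FPKM+0.1) it was 0.983 for transcripts and 0.996 for genes at day 4, and with log2(FPKM+0.001) 0.937 and 0.972.

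For the single spike-in loci, the mean interquartile range was between 1.10 and 1.70 and the median correlation between 0.982 and 0.991 over the fits that each left out a replicate. GC-corrected FPKM widened the mean interquartile range to 1.60 and raised the median correlation to 0.990. For the minor spike-ins, the p of the exact permutation test between the groups fell from 0.0776 to 0.0138 with a pseudocount of 1. The alternatives gave 0.0138 to 0.234. Over the fits that each left out a replicate it ranged from 0.0319 to 0.234, so that a single replicate decides on which side of 0.05 it lies. Their mean absolute deviation, 1.07, was 1.09 with a pseudocount of 0.001, 1.05 with 0.1, 1.16 with 1, 1.10 with GC-corrected FPKM and 1.00 with only libraries with both spike-ins above 0 (exact p = 0.184), and 1.08 to 1.10 over the fits that each left out a replicate.

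The correlation of the day ratio with GC content ranged from -0.893 to -0.674 over the fits that each left out a replicate. With GC-corrected FPKM it was -0.175 (permutation test, p = 0.252), which the correction was built to remove. All alternatives gave p between 1e-05, the smallest that the permutations can give, and 0.252.

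The adjusted R-squared of the regression was 0.797 (basic attributes), 0.874 (GC content and length added) and 0.899 (complete) with a pseudocount of 0.001, and 0.808, 0.888 and 0.911 with 1. With a pseudocount of 0.1 the last 2 were 0.910 and 0.932, and with GC-corrected FPKM 0.913 and 0.936. Observations above 0 FPKM gave 0.906 for GC content and length. Over the fits that each left out a replicate the ranges were 0.819 to 0.842, 0.905 to 0.908 and 0.924 to 0.932.

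Between the days, the number of endogenous transcripts was 3897, and 10909 with all 16 libraries and the RNA sample as a random block, which counts the vials as further measurements (50.4% higher at day 4). It was 9621 with GC-corrected FPKM (53.8% higher) and 9928 with the replicate block as well (52.7%). With the replicate block alone it was 4595, of which 55.8% were higher.

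Reversed directions were found for Klf4, at 0.066 with GC-corrected FPKM with and without the replicate block, and for Nes, at 0.73 in both (adjusted p = 0.234 without and 0.0364 with the block, and 0.0364 to 0.746 over all alternatives). Over the fits that each left out a replicate, Hoxb1 ranged from -0.17 to 0.20, Pax6 from -0.74 to 0.24 and Nes from -0.32 to 0.13. The cause was not tested. Among the other named results, 11 became stronger, 9 moved and 1 weaker (Stra6, with a pseudocount of 1) under settings chosen in advance, and 8 stronger and 7 moved under added ones.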

Differences from the paper's values

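No test in this part was chosen after a result was seen, apart from the added setting named below. The paper's values for Partek and DESeq2 rest on other quantifications and other tests of the same reads. All alternatives here kept the RSEM FPKM, so the quantification could not be tested as the cause of a difference from those tools.

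At the transcript level, 41.2% of the differentially expressed transcripts were not spike-ins, against the paper's 68.3% for Partek. With unmoderated variances the share was 69.9%, and with a pseudocount of 0.01 it was 47.4%, within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap.

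The mean area under the ROC curve was 0.956, against the paper's average of 0.6 for Partek. None of the alternatives set before the data were examined closed the gap. They gave between 0.933 and 0.976. The paper reports a higher average area for Cuffdiff than for Partek.

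At the gene level, 13.2% of the differentially expressed genes were not spike-in loci, against the paper's 7.3% for DESeq2 and the paper's 27.1% for Partek. None of the alternatives set before the data were examined closed either gap. The share was 11.1% with the replicate block. The replicate block with GC-corrected FPKM, chosen after seeing the values, gave 6.55%.

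The Pearson correlation of the Dnali1 locus was 0.892, against the paper's about 0.83 in Fig. 5, read by eye, and that of the Jph3 locus was 0.897, against about 0.85 in Fig. 5, read by eye. With a pseudocount of 0.001, set before the data were examined, they were 0.832 and 0.849. The other pseudocounts did not close the gap.

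The paper's text states that the libraries of the ERCC mixes were balanced for the IVT mixes. In its sample tables, IVT mixes 1 and 3 go with ERCC mix 1 and IVT mixes 2 and 4 with ERCC mix 2, and 39 of the 47 spike-ins were higher in the libraries of ERCC mix 1.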

Other observations

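The tests of library composition (whose measure was widened to all vials of each RNA sample after the results were seen), of the balance of the mixes, of chance in the regression and of a single replicate in the day ratio were set in advance, and all other tests in this part were chosen only after the results were seen.

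The dependence of FPKM on GC content differed between vials of the same RNA. Over 13837 transcripts other than the spike-ins, the slope with GC content varied by 0.191 between the 4 vials of day 0 replicate 2, and by 0.0111, 0.0360 and 0.0247 between those of day 0 replicate 1, day 4 replicate 1 and day 4 replicate 2. In the 18 pairs of libraries with the same mix, the slope of the spike-ins had the sign of that of the other transcripts in 18, and differed from it by at most 0.0191. The pairs share libraries and are not independent. The spike-ins were made in vitro and are the same in both libraries of a pair, so a GC content dependence that arose in the libraries may act on spike-ins and endogenous transcripts alike. Transcript length does not account for it, since with length in the model the range over the vials was 0.190. The 10 most abundant transcripts do not account for it either. Their share of the FPKM varied by 1.05 percentage points over these vials and by 1.99 over those of day 0 replicate 1, whose slopes were nearly equal. The number of reads varied by 11959366 over the vials of day 0 replicate 2, more than over the vials of the other RNA samples (4348402 to 5665119). The 2 vials closest in this number, those of mixes 2 and 3 with 51640047 and 51574715 reads, nevertheless differed in slope by 0.156, against at most 0.0360 over the vials of another RNA sample, which argues against read depth as the whole cause. The paper's mapping statistics also set these vials apart. Reads within introns made up 11.8, 12.8, 16.4 and 16.5% in the vials of day 0 replicate 2 with mixes 1, 2, 3 and 4. The range was 10.9 to 11.1% in day 0 replicate 1 and 10 to 11.3% at day 4. What caused this was not tested. Sequencing lanes and library batches are not given for single libraries, and no biological explanation applies to splits of the same RNA.

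Day 4 RNA in these vials, or a day 4 sample under another label, was tested with 188 transcripts that had at least 5 FPKM at day 4 and were raised at least 20 times from day 0 in replicate 1. Their median level in the vials of day 0 replicate 2 with mixes 1, 2, 3 and 4 was 0, 0, 0.797 and 0.750% of the day 4 level, while day 4 RNA would bring all of them at its share. In the vials of mixes 3 and 4, however, 49 of the 188 were above 50% of the day 4 level, and 122 and 121 were under 5%. Of the 49, 93.9% in each vial were transcripts of genes with several transcripts, and at the gene level the median day 4 to day 0 ratio in replicate 1 was 1.37 and 1.35. For those under 5% it was 50.4 and 50.7. Other values go with such RNA. The 308 transcripts that fell at least 20 times from day 0 to day 4 in replicate 1 had lost a median of 39.8, 71.9, 100 and 100% of this difference in the vials of mixes 1, 2, 3 and 4, and the 29 of them with at most 47.4% GC, the median of the raised ones, had lost 51.6, 85.4, 100 and 100%. Across transcripts, which are not independent replicates, the vials of mixes 3 and 4 had correlations of 0.923 to 0.943 and 0.927 to 0.941 with the day 4 libraries, and of 0.902 and 0.916 with the vial of mix 1 and 0.929 and 0.940 with that of mix 2. With FPKM summed per gene, 188 lowered genes had lost a median of 95.9 and 93.9% in the vials of mixes 3 and 4, but of 112 raised genes 106 in each were under 5% of the day 4 level. Added day 4 RNA, or a day 4 sample, would move raised and lowered genes by the same share, so the raised genes argue against it as the whole cause. The 188 lowered genes had a median GC content of 57.0%, and the vials of mixes 3 and 4 had GC slopes of -0.100 and -0.0791. The genes were also chosen by their fall in replicate 1, where the GC slopes fell from day 0 to day 4. Part of their loss may thus follow the GC content dependence, although the 29 lowered transcripts of low GC content were lost as well. What lowered the 188 genes in these vials stays open. The transcript with the highest FPKM differed between vials of day 0 replicate 2 in 5.59 to 20.7% of 1592 genes, against 4.33 to 6.97% between vials of the other RNA samples. The assignment of fragments to isoforms within a gene was not tested as a cause.

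Fewer spike-in comparisons were identified at day 0 (99) than at day 4 (217). The lowest correlation between vials of the same RNA was 0.902, in day 0 replicate 2, against 0.989, 0.985 and 0.985 in day 0 replicate 1, day 4 replicate 1 and day 4 replicate 2, consistent with a difference in composition between these vials. With the replicate block and GC-corrected FPKM, 172 spike-in comparisons were identified at day 0 and 206 at day 4. A GC content dependence that differs between libraries may therefore lower the number at day 0. Fewer reads do not account for it, since the median was 41516052 reads at day 0 and 41186175 at day 4. The RNA background of the days stays open as a further cause.

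The ratio of day 4 to day 0 of the spike-ins fell with GC content. It is not carried by a single replicate, since the slope was -0.0952 in replicate 2 and -0.160 in replicate 1. Length was not related to it (r = -0.00942). Splits of the same RNA differed by up to 0.191 in the GC slope, against 0.106 between the means of the days, so libraries can differ in this slope without a change of RNA. Of the vials that hold spike-ins, the one furthest from its RNA sample is that of mix 3 of day 0 replicate 2, whose slope lies towards day 4 and so weakens the relation. The RNA background of the days and a GC content dependence of the libraries therefore cannot be told apart as its cause. With GC-corrected FPKM, 42 of 44 spike-ins were higher at day 4, with a median log2 ratio of 0.67, so a difference in level between the days was left after the correction and may reflect the RNA background. The spike-ins took 1.05 and 0.981% of the FPKM in the replicates of day 0 and 3.17 and 2.82% in those of day 4 with mix 1, 1.56 and 1.41% against 3.32 and 3.33% with mix 2, and 1.07 and 0.748% against 1.27 and 1.29% with mix 3.

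Transcripts other than spike-ins were identified between mixes in 221 cases, of which 38 (17.2%) were other transcripts of the genes of spike-ins. Such transcripts made up 0.174% of those tested (49 of 28214), and 10 of the 75 transcripts identified. With the replicate block the share was 26.8%, and with a mean of at least 1 FPKM 52.5%, where they made up 0.0780% of those tested. Reads of spike-ins assigned to other transcripts of the same gene may therefore account for part of these cases. The other cases remain open.

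The libraries with ERCC mix 1 hold IVT mixes 1 and 3 and those with ERCC mix 2 hold IVT mixes 2 and 4. By this pairing, a comparison of the ERCC mixes also compares IVT mixes. The test of this could not have come out otherwise: across the 47 spike-ins, the nominal log2 difference between these groups had a Pearson correlation of 0.931 with the observed one, which follows from the pairing, since FPKM rose with the amount added. It therefore decides nothing about the ERCC spike-ins, which the table does not list.

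Chance assignment of GC content and length to the spike-ins rarely matched their gain in R-squared in the regression (permutation test, p = 3.0e-05). The largest gain in the permutations was 0.0770, above the observed 0.0732. With GC-corrected FPKM the coefficient of GC content was -0.171 at day 0 and -0.178 at day 4, where it was -0.114 and -0.224 before, and the term for the difference between the days was dropped by the elimination. A GC content dependence of the spike-ins that both days share was thus left after the correction, which is built on differences between libraries only.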
